# Genome-wide characterization and evolutionary analysis of the *AP2/ERF* gene family in lettuce (*Lactuca sativa*)

**DOI:** 10.1038/s41598-023-49245-4

**Published:** 2023-12-11

**Authors:** Sunchung Park, Ainong Shi, Lyndel W. Meinhardt, Beiquan Mou

**Keywords:** Plant sciences, Plant stress responses, Abiotic, Molecular evolution

## Abstract

The APETALA2/ETHYLENE RESPONSIVE FACTOR (AP2/ERF) gene family plays vital roles in plants, serving as a key regulator in responses to abiotic stresses. Despite its significance, a comprehensive understanding of this family in lettuce remains incomplete. In this study, we performed a genome-wide search for the *AP2/ERF* family in lettuce and identified a total of 224 members. The duplication patterns provided evidence that both tandem and segmental duplications contributed to the expansion of this family. Ka/Ks ratio analysis demonstrated that, following duplication events, the genes have been subjected to purifying selection pressure, leading to selective constraints on their protein sequence. This selective pressure provides a dosage benefit against stresses in plants. Additionally, a transcriptome analysis indicated that some duplicated genes gained novel functions, emphasizing the contribution of both dosage effect and functional divergence to the family functionalities. Furthermore, an orthologous relationship study showed that 60% of genes descended from a common ancestor of Rosid and Asterid lineages, 28% from the Asterid ancestor, and 12% evolved in the lettuce lineage, suggesting lineage-specific roles in adaptive evolution. These results provide valuable insights into the evolutionary mechanisms of the *AP2/ERF* gene family in lettuce, with implications for enhancing abiotic stress tolerance, ultimately contributing to the genetic improvement of lettuce crop production.

## Introduction

Plants, as sessile organisms, constantly face challenges from various environmental stresses, such as cold, heat, drought, and salinity. These stresses can severely impact growth and productivity, leading to substantial reduction in crop yields^1,2^. Moreover, it has been projected that the increasing frequency of devastating heat, droughts, and other weather extremes due to climate change will cause around a 20% yield decline in major crops worldwide^3,4^. To cope with these challenges, plants have evolved complex regulatory mechanisms that enable them to respond and adapt to changing environmental conditions, while maintaining a balance between optimal growth and stress tolerance^5,6^. Key players in the regulatory mechanisms are transcription factors, which orchestrate plant responses to stresses by regulating the expression of various stress-responsive genes and modulating phytohormone signaling pathways^5,7,8^. Among these transcription factors, the APETALA2/ETHYLENE RESPONSIVE FACTOR (AP2/ERF) superfamily plays prominent roles in regulating various abiotic stress responses in plants^9–11^. The defining feature of the AP2/ERF superfamily is the presence of at least one AP2 domain^12,13^. The AP2 domain encodes a conserved DNA-binding sequence consisting of 60–70 amino acids, allowing the AP2/ERF proteins to directly interact with *cis*-acting elements, namely GCC box and/or C-repeat element (CRT)/dehydration responsive element (DRE), located in the promoter regions of downstream target genes^14–16^.

The AP2/ERF superfamily is categorized into four major subfamilies based on the number of AP2 domains, the presence of a B3 DNA-binding domain^17^, and sequence similarity: AP2, RELATED TO ABSCISIC ACID INSENSITIVE 3/VIVIPAROUS 1 (RAV), DEHYDRAION-RESPONSIVE ELEMENT BINDING FACTOR (DREB), and ERF subfamily^12,13^. According to the first comprehensive study of the AP2/ERF family in *Arabidopsis* and rice (*Oryza sativa*), the DREB subfamily is further divided into several subgroups, denoted as I–IV, while the ERF subfamily is divided into subgroups V–X^12^.

The function of *AP2/ERF* family genes in abiotic stresses has been extensively investigated in *Arabidopsis*^16,18,19^. Specifically, the *DREB* subfamily genes are well-known for their roles in abiotic stress responses, including cold, drought, and high salt conditions^16,20^. For example, in *Arabidopsis*, *C-REPEAT BINDING FACTOR* (*CBF*) genes—also known as *DREB1*—are rapidly induced by low temperatures and subsequently activate around 100 downstream target genes through interaction with CRT/DRE *cis*-elements in target promoters. These target genes collectively contribute to increased cold acclimation and freezing tolerance^5,8^. On the other hand, *Arabidopsis DREB2* genes are induced by drought and high salinity and activate genes involved in drought and heat tolerance, such as *LEAs* and heat chaperons, through binding to the same CRT/DRE *cis*-element^13,21^. The ERF subfamily, which primarily bind to ETHYLENE-RESPONSE ELEMENT (ERE) *cis*-elements with GCC-box sequences^11,22^, is generally considered to mediate ethylene-related responses. However, it also includes members that contribute to abiotic stress responses. For example, *Arabidopsis CYTOKININ RESPONSE FACTORS* (*CRFs*) such as *AtCRF6* and *AtCRF4* are induced by multiple abiotic stresses and positively regulate osmotic and freezing tolerance^23,24^. Other ERF subfamily members such as AtERF4^25^, AtERF7^26^, AtERF15^27^, and AtERF111^28^ play roles in abscisic acid signaling and are involved in responses to high salinity, osmolarity and hypoxia.

Lettuce *(Lactuca sativa*) is one of the most consumed vegetables globally^29^. It is a member of the Asterid clade and Asteraceae family with a chromosome number of 2n = 18^30^. Lettuce is recognized for its nutritional value and health benefits, serving as a rich source of essential vitamins, minerals, antioxidants, and dietary fibers^29^. Due to its herbaceous nature, lettuce is susceptible to various environmental stresses, including cold, heat, drought, and salinity^31,32^. These abiotic stresses can significantly impact lettuce growth, quality, and productivity, ultimately leading to yield loss^33,34^. Therefore, understanding the characteristics and evolutionary dynamics of the *AP2/ERF* gene family in lettuce is important for enhancing our knowledge of stress response mechanisms and developing strategies to improve lettuce crop resilience and productivity, especially in the face of climate change. A recent study characterized fourteen *CBF* genes, involved in freezing tolerance in lettuce, which are members of AP2/ERF family^35^. However, a comprehensive investigation into the entire AP2/ERF family in lettuce is still limited.

This study aimed to identify and characterize the AP2/ERF transcription factors in lettuce. Through an extensive search on the reference genome that is constructed from the cultivar ‘Salinas’^36^, we successfully identified a total of 224 *AP2/ERF* genes in lettuce. We investigated their genomic locations, exon–intron structures, and evolutionary relationships. The *AP2/ERF* genes were categorized into four distinct subgroups based on the number of AP2 domains, sequence similarity, and phylogenetic relationships. To gain insights into their functional roles, we assessed the expression of the *AP2/ERF* genes under various stress conditions, such as heat, cold, salt, and drought. Several *AP2/ERF* genes exhibited significant responses to all these stresses, making them promising candidates for further investigation and potential utilization in enhancing stress response in lettuce. We also explored gene orthology and duplication events within the AP2/ERF family to understand the genetic mechanisms that contribute to the expansion and functional diversification of this gene family in lettuce. Overall, this study contributes to our understanding of the evolutionary dynamics of the AP2/ERF transcription factor family and offers potential molecular targets for improving stress responses in lettuce.

## Results

### Identification of the AP2/ERF transcription factors in lettuce genome

To identify *AP2/ERF* family genes in lettuce, we queried the lettuce genomic protein database (version 8) using the Pfam model (PF00847) of the AP2 domain. This search led us to discover 223 genes that showed a significant match with the AP2 domain, all with an E-value of < 1e − 5. Previously, fourteen *LsCBF* genes in lettuce, belonging to the *AP2/ERF* family, were identified through a comparative phylogenetic analysis^35^, and the authors discovered that one gene (*Ls9g54101.1*) had been erroneously annotated as a splice variant in the genome, even though it encoded a distinct protein. Our analysis successfully identified all *LsCBF* genes except for the misannotated gene, and we included this gene manually in our analyses, bringing the total number of *AP2/ERF* genes in lettuce to 224 (Table S1). Among the 224 genes, twenty-four genes had two AP2 domains, 197 genes contained a single AP2 domain, and the remaining three genes had both AP2 and B3 domains.

The 224 *AP2/ERF* genes constituted approximately 0.59% of the total 37,826 coding genes in the lettuce genome. To compare this proportion with other species, we applied the same method to identify *AP2/ERF* genes in ten additional species, selected from the Asterid and Rosid clades, the two largest clades among flowering plants, with five species selected from each clade^37^ (Table S2). The percentages of *AP2/ERF* genes in the genome varied among species, ranging from 0.76% in Artichoke (*Cynara cardunculus*) to 0.43% in Medicago (*Medicago truncatula*), with an average of 0.59%—a number comparable to lettuce (Table S2). We also found a positive correlation between the number of *AP2/ERF* genes and the total gene count within each genome, with an *R*-square value of 0.68 (Table S2).

To elucidate the evolutionary relationships among the lettuce *AP2/ERF* genes, we constructed a phylogenetic tree using the neighbor-joining (NJ) method based on protein sequences. The tree revealed three main clusters: the ERF subfamily and the DREB subfamily, and a third cluster including AP2, RAV, and Soloist genes (Fig. 1). Four genes containing a single AP2 domain clustered with the AP2 subfamily genes, a pattern observed in other plant species^12,38–41^. Therefore, despite possessing a single AP2 domain, these genes were classified into the AP2 subfamily. Two genes that did not belong to any other cluster were classified as Soloists following the naming convention of Nakano et al.^12^ (Fig. 1). A few genes with a single AP2 domain were found in the third clade, but they formed a distinct subgroup separate from the AP2 subfamily genes. Thus, these genes were classified into the ERF subfamily. For clarity and ease of reference, each of the 224 genes was assigned a consecutive number: the *AP2* subfamily genes were designated as *LsAP2.1* to *LsAP2.28*; the *RAV* family genes as *LsRAV.1* to *LsRAV.3*; Soloist as *LsSoloist.1* to *LsSoloist.2*; the *DREB* family genes as *LsEFR001* to *LsERF078*; and the *ERF* family genes as *LsERF79* to *LsERF191* (Table S1).

**Figure 1:**
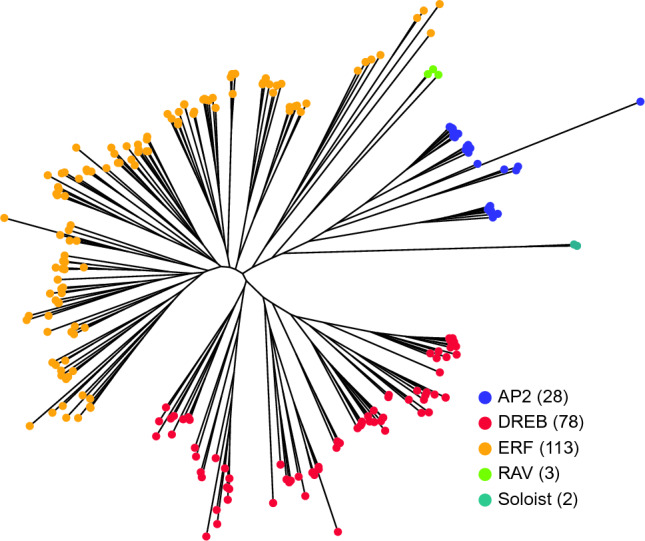
Phylogenetic tree of the *AP2/ERF* gene superfamily in lettuce constructed using the neighbor-joining method. The tree includes 224 *AP2/ERF* genes, and the subfamilies within the *AP2/ERF* superfamily are indicated by different colors. The number of members in each subfamily is provided in parentheses.

### Phylogenetic analysis of the *DREB* and *ERF* subfamily genes

To determine the subgroups of the lettuce *DREB* and *ERF* subfamily genes, we adopted the classification method initially used in the previous study of *Arabidopsis* and rice. This classification involved subdividing the *ERF* and *DREB* subfamilies into several groups denoted as I–X, and VI–L^12^. We employed a combined approach of sequence similarity and phylogenetic analyses. First, we compared the lettuce protein sequences with those from *Arabidopsis* and rice using BLASTP. Based on the similarity scores from BLASTP, we assigned the lettuce genes to the same subgroup as the *Arabidopsis* or rice genes with the highest similarity. Next, we examined the assignment in the NJ tree to validate and refine the subgroup classification (Fig. 2). In general, lettuce genes classified into a particular subgroup were grouped together in the NJ tree, with a few exceptions (as shown in the Table S3). For instance, some lettuce genes, closely related to the *Arabidopsis* VIII group, fell into a cluster predominantly associated with the VI or VI–L group in the NJ tree. In such cases, we reclassified these genes as VI or VI–L based on their placement in the NJ tree. As a result, group IX appeared to be the largest with 46 genes, followed by group III with 42 genes, and group VI and VIII with 14 genes each. The smallest subfamily, VI–L, consisted of only 7 members. These subfamily sizes were comparable to those of *Arabidopsis* and rice where group IX is the largest and group III are the second largest (Table S3).

**Figure 2:**
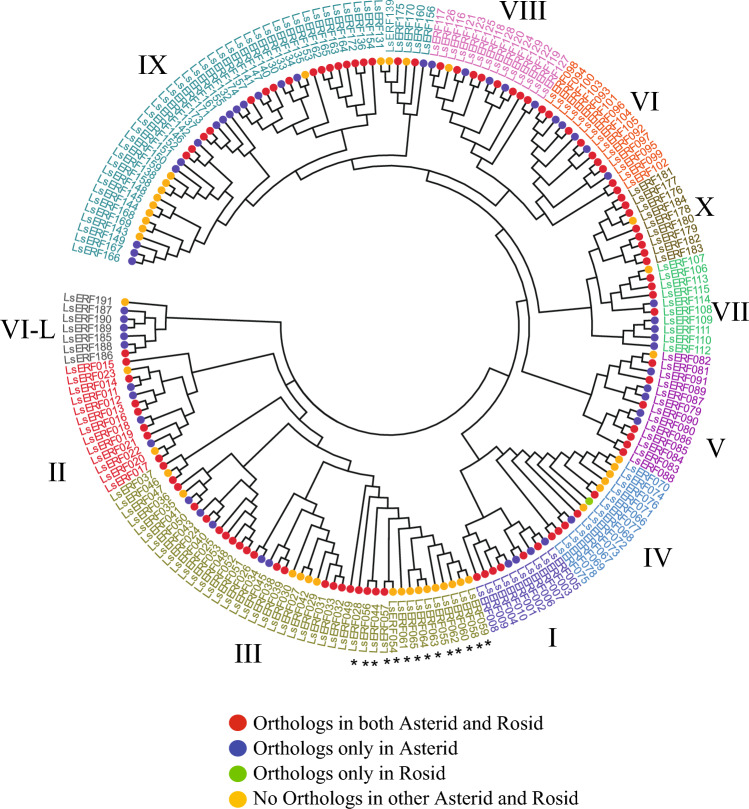
Phylogenetic analysis of 191 *ERF* genes constructed using the NJ method. The tree illustrates different subgroups, each represented by different colors. The presence of orthologs within different taxonomic groups is depicted by colored circles at the tips of the branches: red for orthologs in both the Asterid and Rosid clades; blue for orthologs in the Asterid clad only; green for orthologs in the Rosid clade only; and brown for genes with no ortholog in either clade. The fourteen *LsCBF* subfamily genes identified by Park et al.^35^ are marked by asterisks.

To establish orthologous and paralogous relationships of the *AP2/ERF* genes among higher plants species, we selected ten species from the Asterid and Rosid clades (Table S1). Using their genomic proteins and the orthoMCL algorithm^42^, we identified 1284 orthologous groups (Table S4). When these orthologous relationships were compared with the NJ tree, all eleven subgroups (I–X, VI–L) contained at least one gene or more orthologous to both Asterid and Rosid species, indicating that these subgroups diverged prior to the separation of the Asterid and Rosid clades (Fig. 2). The subgroups, except for group X, also contained genes only orthologous to the Asterid species, and similarly, all subgroups contained genes non-orthologous to any other species, thus specific to lettuce (Fig. 2).

Among the orthologous groups, the largest group (Group1000) contained 47 genes from the 11 species, with sunflower (*Helianthus annuus*) and *Medicago* having the highest number of genes (14 and 13, respectively) (Table S4). This group also included three lettuce genes, *LsERF028*, *LsERF056*, and *LsERF057*—also known as *LsCBF1*, *LsCBF3*, and *LsCBF4*^35^. When focusing solely on lettuce, the largest group was Group1095, containing ten lettuce genes. Notably, this group did not include any genes from other species, thus determined as lineage-specific genes. The ten paralogous lettuce genes were previously identified as the lettuce CBF subfamily, *LsCBF5*–*LsCBF14*^35^. Moreover, there were five additional groups consisting of only lettuce genes, each group containing at least two lettuce genes, resulting in a total of 25 genes (Table S4).

Overall, 54% (120) of lettuce genes had orthologs in both Asterid and Rosid species, indicating their origin from a common ancestor predating the divergence between the Asterid and Rosid clades. Additionally, 26% (58) of the genes had orthologs only in Asterid species, suggesting their evolution after divergence of Asterid and Rosid clades. Another 11% (25) had no orthologous relationship with other species, referred to as lineage-specific genes, likely evolved in the lettuce lineage (Table S4; Fig. 2). Only 0.5% had orthologs exclusively in Rosid species. The maximum orthology of lettuce *AP2/ERF* genes was observed with Artichoke (*Cynara cardunculus*, 51%), followed by Sunflower (50%), both belonging to the same family (*Asterales*) as lettuce. The least orthology was found with *Arabidopsis* (38%).

### Chromosomal distribution and gene structure of AP2/ERF proteins

The physical locations of the *AP2/ERF* genes in the genome were relatively evenly distributed across the ten linkage groups, except for Lg0 (Fig. 3). The distribution ranged from 17 to 33 genes per linkage group (see Table S1 for precise location in the genome). However, within individual linkage groups, there were instances of uneven distribution, with several genes tandemly arrayed in close proximity.

**Figure 3:**
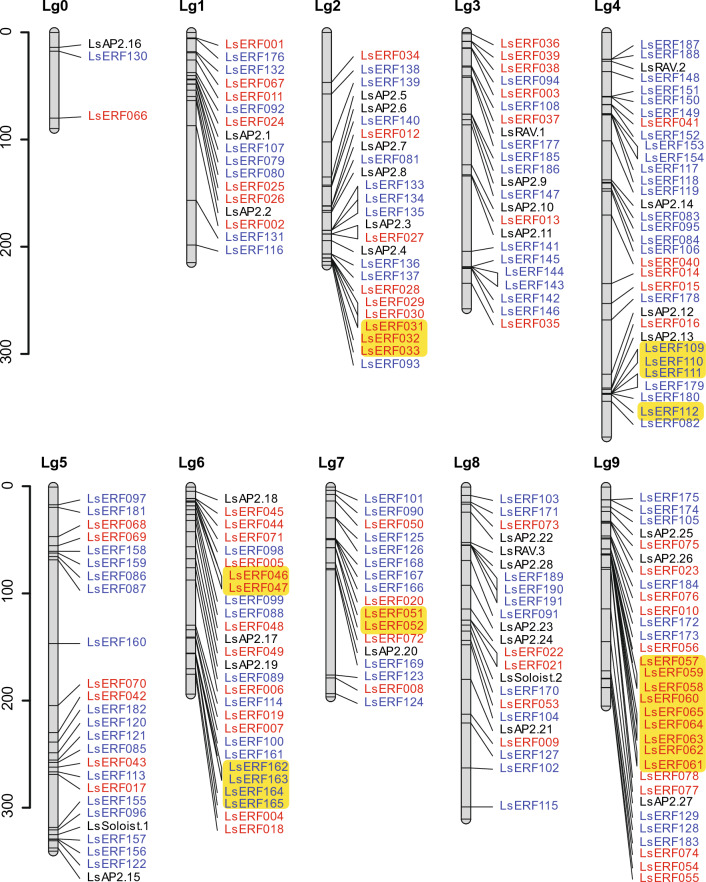
Chromosomal location of lettuce *AP2/ERF* genes on ten linkage groups. The *DREB* subfamily genes are represented in red; the *ERF* subfamily in blue; and *AP2*, *RAV*, and *Soloist* genes in black. Tandem duplicated genes are highlighted in yellow. The scale bar represents a unit of mega base pairs.

The expansion of multigene families often involves tandem or segmental duplication^43,44^. To investigate potential tandem and segmental duplications within the lettuce *AP2/ERF* gene family, we utilized a combination of sequence similarity analysis and physical proximity within the genome. Using criteria of 80% identity and 80% coverage in pairwise BLASTP comparisons of genes, we identified 68 pairs of duplicated genes: 39 pairs were classified as tandem duplications due to their close genomic locations (Table S5), while 29 pairs were defined as segmental duplications due to their dispersed placement (Table S6). The tandemly duplicated genes fell into six clusters: two clusters on Lg6 and one cluster each on Lg2, Lg4, Lg7, and Lg9 (Fig. 3; Table S5). The largest cluster located on Lg9 comprised nine genes (*LsERF057–LsERF065,* also known as *LsCBF5–LsCBF12*). The second-largest clusters on Lg4 and Lg6 consisted of four genes each, belonging to subfamily VII and subfamily IX, respectively. The three-member cluster genes on Lg2 belonged to subfamily III. The remaining two clusters, each containing two genes, were found on Lg6 and Lg7, with genes from both clusters belonging to subfamily III.

Regarding the segmentally duplicated gene pairs, a cluster of genes determined as tandem duplicates (*LsERF057–LsERF065* on Lg9) were also segmentally duplicated twice in the genome, resulting in three paralogs—*LsERF028* on Lg2, and *LsERF054* and *LsERF056* on Lg9 (Fig. 4; Tables S5, S6). These paralogous genes were also known as members of the *LsCBF* family, *LsCBF1*, *LsCBF13*, and *LsCBF3*. Similarly, *LsERF012* (Lg2) and *LsERF070* (Lg5) were also each segmentally duplicated twice in the genome. This duplication resulted in paralogs of *LsERF013* (Lg3) and *LsERF016* (Lg4) for *LsERF012*, and *LsERF071* (Lg6) and *LsERF074* (Lg9) for *LsERF70* (Fig. 4).

**Figure 4:**
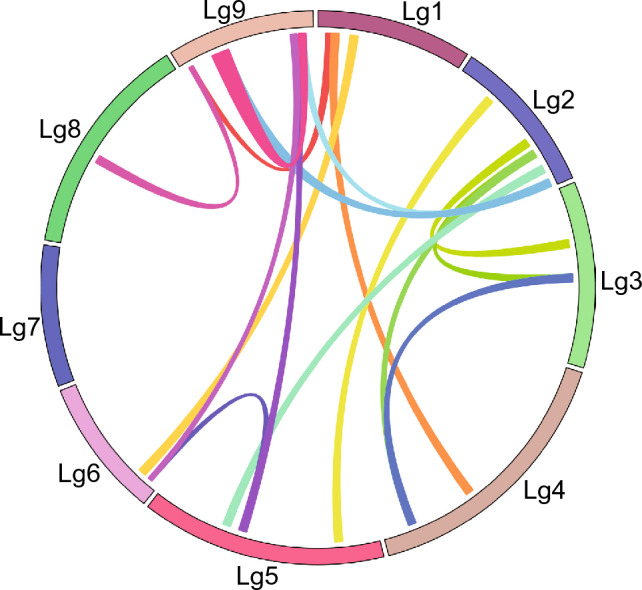
Distribution of segmentally duplicated *AP2/ERF* genes on *L. sativa* linkage groups. The duplication events are represented by colored lines, with each color signifying pairs of duplicated regions.

Furthermore, the exon and intron structures of the *AP2/ERF* family genes were analyzed to understand the structural diversity and its implication in the evolution of the family genes. The AP2 subfamily displayed a distinctive pattern compared to other subfamilies (Fig. 5a; Table S1). All members of the AP2 subfamily and Soloists contained introns, with the number of introns ranging from 4 to 13 per gene, whereas most members from other subfamilies were predominantly intronless. This patten has also been reported in previous studies^39–41^. Only 14% (11) of the *DREB* subfamily contained introns, ranging from 2 to 5, while 20% (23) of the *ERF* subfamily contained introns, ranging from 2 to 5 (Fig. 5b). Genes with introns in the *ERF* subfamily were largely concentrated within groups VII, V, and X, and these groups were closely placed in the NJ tree, suggesting that the gene structure has been preserved throughout the evolution of these genes (Fig. 5c).

**Figure 5:**
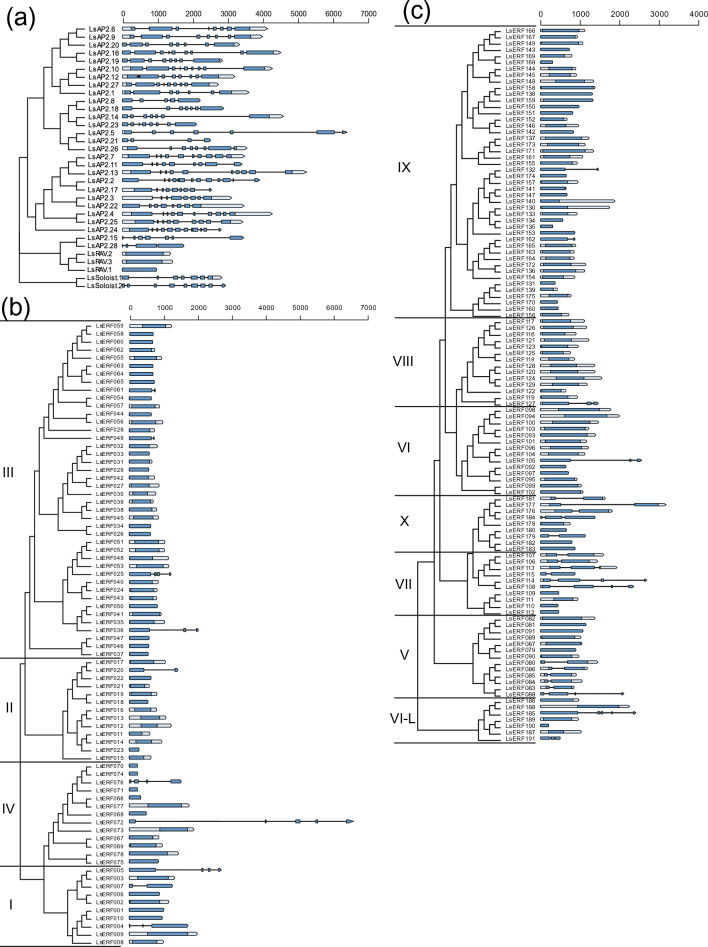
Gene structures of AP2/ERF proteins. The phylogenetic trees for the AP2 (**a**), DREB (**b**), and ERF (**c**) are constructed using the NJ method. In the illustrated gene structures, exons are depicted by blue boxes; untranslated regions (UTR) are shown in light blue; and introns are represented by black lines.

### Divergence rate of the *AP2/ERF* genes

To understand the effect of selective constraints on the duplicated *AP2/ERF* genes, we conducted an analysis of the nonsynonymous (Ka) and synonymous (Ks) substitution ratios using the full-length protein sequences of the genes. The Ka/Ks ratio is commonly used to infer the type of selection acting on duplicated genes^45^. A high Ka/Ks ratio (more than 1) indicates that the duplicated genes have been under positive selection, possibly gaining new functions. A ratio close to 1 suggests neutral selection of the duplicated genes, with change occurring randomly without positive selection, while a low ratio (less than 1) indicates that the duplicated genes have been under purifying selection, limiting their functional divergence and maintaining their original functions.

The tandemly duplicated *AP2/ERF* gene pairs displayed a Ka/Ks ratio ranging from 0.07 to 0.57, with an average of 0.31, while the Ka/Ks ratio for segmentally duplicated gene-pairs ranged from 0.03 to 0.14, with an average of 0.20 (Table S7). In both types of duplications, the Ka/Ks ratio was significantly below 1, indicating that strong purifying selection pressure acted upon the duplicated *AP2/ERF* genes, and consequently, contributing to limiting the functional divergence of these duplicated genes.

### Expression profiling of *AP2/ERF* genes during abiotic stresses

Gene expression studies provide valuable insights into the function of a gene. To investigate the roles of lettuce *AP2/ERF* genes in abiotic stresses, we analyzed the expression profiles using short-read RNA sequencing (RNA-seq) after exposing plants to various abiotic stresses: cold, heat, drought, and salt. 

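RNA of 18-day-old plants of the cultivar Salinas was sequenced in 30 libraries on the Illumina platform. The paper's methods give the tissue as leaf, while the sample labels describe it as aerial tissue. Each of the 10 groups held 3 biological replicates. The groups were plants at 0 h, which served as the control, and plants under salt (250 mM NaCl), heat (34 °C) or drought (watering withheld) for 5 h, 24 h or 48 h. The cold samples of the paper come from another series and were not analysed here. The authors aligned the reads with STAR, counted them per gene with featureCounts and deposited counts per 1000000 reads (CPM) of a scaled library size. The values of a library therefore sum to between 815104.2 and 1273638.4, and the paper's text does not name the scaling method. Every deposited value was a whole number of reads after the scale of its library was removed.

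Between 19144717 and 29521313 reads per library were counted on genes, with a median of 23710564. The control libraries held between 19144717 and 23471398 reads (median 20037152). Under salt, the libraries held between 23949730 and 25311577 reads at 5 h (median 24960502), between 21837116 and 23228098 at 24 h (median 22221583) and between 20585406 and 24483885 at 48 h (median 23219316). Under heat, they held between 23223415 and 29074661 reads at 5 h (median 24815870), between 22885848 and 27094408 at 24 h (median 24982823) and between 22465218 and 23471082 at 48 h (median 23004816). Under drought, they held between 22822594 and 26277071 reads at 5 h (median 24101137), between 21922273 and 27513316 at 24 h (median 24342333) and between 24206956 and 29521313 at 48 h (median 24511818). A single read corresponded to between 0.0300 and 0.0619 scaled CPM, and a count of 0 allows up to 3 reads.

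Genes with at least 0.5 scaled CPM in at least 2 libraries were tested, which were 23231 of the 23292 genes listed. Each stress and time point was compared with the control by limma on log2(scaled CPM + 0.5), with all 30 libraries in one fit, and the p-values of each of the 9 comparisons were adjusted by the Benjamini-Hochberg method. A gene was taken as upregulated or downregulated at the paper's thresholds, an adjusted p of 0.01 or less and a log2 fold change of at least 1 in size. It was counted for a stress when this held at 1 or more of the 3 time points. All 9 comparisons used the same 3 control libraries, which were taken only at 0 h. The 5 h harvest fell at another clock time than the control, so changes at 5 h do not separate the stress from time of day. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1 and was not used for single genes. The time point given below for a gene is that of its largest change under the stress unless several are given, and was therefore picked after the values were seen.

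Salt upregulated 1086 genes at 5 h, 3547 at 24 h and 4886 at 48 h, and downregulated 398, 3230 and 5048 genes at these times. Heat upregulated 852, 1128 and 1360 genes and downregulated 548, 1286 and 1913. Drought upregulated 126, 22 and 439 genes and downregulated 55, 23 and 309. The drought response at 24 h moved most with the processing. With only the libraries of that comparison in the fit, 1 gene was downregulated and 0 were upregulated, while 2278 genes were higher at an unadjusted p under 0.05. It also moved when single libraries were left out, since without control replicate 1 drought upregulated 5 genes at 24 h and without control replicate 3 it downregulated 5. At 5 h of drought, 79 genes were upregulated without drought 5 h replicate 2, and 12 were downregulated without control replicate 3. The balance of the salt response depended on the scaling. With each library scaled to 1000000 reads, an alternative chosen after seeing the data, salt upregulated 3399 genes and downregulated 7539 at 48 h, and the median log2 fold change of all genes was -0.51.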

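Of the 224 AP2/ERF genes of Table S1, 157 were listed among the deposited Salinas values, and 153 had at least 0.5 scaled CPM in at least 2 of the 30 libraries. These were 27 genes of the AP2 subfamily with RAV and Soloist, 46 of the DREB subfamily and 80 of the ERF subfamily. With at least 0.5 scaled CPM required in all 3 libraries of at least 1 group, the number was 152. With at least 1 scaled CPM required in at least 2 libraries, it was 149. The 4 listed genes below the threshold had at most 12 reads (LsERF045), 10 reads (LsERF059), 5 reads (LsERF063) and 7 reads (LsERF064) in any library, and were not tested. LsERF045 was named after its values were seen.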

Out of the 224 *AP2/ERF* genes, 157 genes were found to be expressed under these stress conditions (Table S8). To better illustrate the expression patterns, we constructed a hierarchical heatmap for each subfamily. In the *AP2* subfamily including *RAV* and *Soloists*, most genes were either relatively unresponsive or downregulated in response to the abiotic stresses except for cold stress (Fig. 6). This expression pattern aligns with the fact that the AP2 subfamily genes predominantly participate in the regulation of developmental processes, such as flower development, meristem determinacy, leaf cell identity, and embryo development^12^. 

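Among the 27 AP2, RAV and Soloist genes tested, salt downregulated 1 gene at 5 h, 3 at 24 h and 7 at 48 h, and upregulated 3 at both 24 h and 48 h. Heat downregulated 2 genes at 24 h and 5 at 48 h. At an unadjusted p under 0.05, without a limit on the fold change, 19 genes were lower and 4 were higher at 48 h of salt, and 13 were lower and 4 were higher at 48 h of heat. Under drought at 48 h, 5 genes were lower and 5 were higher by the same measure.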

During exposure to heat and salt, six and eight genes were significantly downregulated, respectively, while two and three genes were upregulated. 

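Over the 3 time points together, salt downregulated 8 of the AP2, RAV and Soloist genes and upregulated 4, and heat downregulated 5 and upregulated 1. With each library scaled to 1000000 reads, salt downregulated 16 of these genes and heat 6. The single gene upregulated by heat was LsAP2.05. It was not called without control replicate 1, without heat 48 h replicate 2 or without heat 48 h replicate 3, each of which left 0 genes. Heat upregulated 2 genes with a pseudocount of 0.1. The numbers adjusted over the list alone were the same for both stresses.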

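Drought upregulated 1 AP2 subfamily gene, LsAP2.05, and downregulated 0. At an unadjusted p under 0.05, 6 genes were higher and 6 lower at 5 h of drought. LsAP2.05 was no longer called when any of the 3 control libraries, drought 48 h replicate 1 or drought 48 h replicate 3 was left out, which left 0 genes.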

In the case of drought, only one gene was significantly upregulated. Cold stress, on the other hand, led to the upregulation of six genes and downregulation of two genes. Notably, gene *LsAP2.05* showed increased expression across all four stress conditions, whereas *LsAP2.14* was consistently downregulated. 

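LsAP2.05, listed as Lsat_1_v5_gn_2_63321.2, lies on linkage group 2 of the version 8 genome from 134852110 to 134858334 and has 7 exons. Its mean was 1.70 ± 0.087 scaled CPM in the control (SD, n = 3) and 4.98 ± 2.76 at 24 h of salt (SD, n = 3), a log2 fold change of 1.17 (standard error 0.30, adjusted p = 0.00115 by limma). At 48 h, the log2 fold change was 1.09 under heat (standard error 0.30, adjusted p = 0.00324 by limma) and 1.13 under drought (standard error 0.30, adjusted p = 0.00715 by limma). In each of these comparisons, all 3 stressed libraries lay above all 3 controls, which chance gives in either direction for 10% of genes. The calls were close to the thresholds, and each was lost in 1 or more of the fits that each left out one library. Without salt 24 h replicate 1, the log2 fold change under salt was 0.81 and was not called. It was also not called with only the libraries of that comparison in the fit, where the adjusted p was 0.0323 by limma, the highest over the alternatives, of which the lowest was 8.07e-06, or with each library scaled to 1000000 reads, which gave 0.97. Under heat, it was called in 2 of the 6 fits that each left out one library. The log2 fold change was 1.07 without control replicate 1, control replicate 3 or heat 48 h replicate 3 and 1.09 without heat 48 h replicate 2, and the adjusted p was then past 0.01. The estimate hardly moved in these fits, while its standard error rose from 0.30 to 0.34. Under drought, it was called in 1 of the 6, the fit without drought 48 h replicate 2, and without drought 48 h replicate 1 the log2 fold change was 0.91. In the other fits that lost the drought call, it was between 1.11 and 1.19. With a pseudocount of 2, the log2 fold changes were 0.83 under salt, 0.74 under heat and 0.77 under drought, all under the threshold of 1.

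LsAP2.14, listed as Lsat_1_v5_gn_4_84981.1, lies on linkage group 4 from 137579802 to 137583992. Its mean fell from 6.88 ± 1.19 scaled CPM in the control (SD, n = 3) to 2.64 ± 0.384 at 48 h of salt (SD, n = 3), a log2 fold change of -1.23 (standard error 0.15, adjusted p = 3.69e-08 by limma). Under heat for 48 h, it was -1.41 (adjusted p = 2.17e-08 by limma). Under drought, it was 0.33 at 5 h, 0.10 at 24 h and 0.01 at 48 h, and none of these 3 differences was past the thresholds (adjusted p = 0.216, 0.816 and 0.983 by limma). The difference at 24 h of drought changed sign to -0.03 without control replicate 2 or drought 24 h replicate 1. That at 48 h changed sign to -0.02 with median-centred libraries, to -0.13 without control replicate 2 and to -0.12 without drought 48 h replicate 3. With a pseudocount of 2, the log2 fold change at 48 h of salt was -0.93, under the threshold.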

*LsAP2.13* showed cold-specific upregulation with a 3.5 log2 fold change at 24 h, and *LsAP2.21* showed salt-specific upregulation with a 3.9 log2 fold change at 24 h (Fig. 6).

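LsAP2.21, listed as Lsat_1_v5_gn_8_117021.1, lies on linkage group 8 from 179269341 to 179271811. Between 2 and 6 reads were counted on it in the control libraries, a mean of 0.170 ± 0.098 scaled CPM (SD, n = 3). Under salt, its mean rose to 2.60 ± 0.792 at 24 h (SD, n = 3), a log2 fold change of 2.19 (standard error 0.20, adjusted p = 7.04e-10 by limma), and to 5.56 ± 1.45 at 48 h (SD, n = 3), a log2 fold change of 3.16 (adjusted p = 2.53e-13 by limma). At 5 h of salt, the log2 fold change of 0.72 was under the threshold, but it was called with a pseudocount of 0.1, which gave 1.44, and by edgeR's quasi-likelihood test, which gave 1.84. The libraries at 48 h of heat held 2 or 3 reads and those at 24 h of drought between 2 and 4, so a fall under these stresses was not detectable at this depth. A rise to the level at 24 h of salt was detectable and was not seen at these 2 time points (adjusted p = 0.442 and 0.77 by limma). Whether the response to salt differed from that to heat or drought was not tested.

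LsAP2.13, listed as Lsat_1_v5_gn_4_165341.1, lies on linkage group 4 from 332994977 to 332999585. Its mean was 58.8 ± 4.65 scaled CPM in the control (SD, n = 3). Its largest log2 fold changes were -0.18 under salt, -0.25 under heat and 0.18 under drought, and none was past the thresholds (adjusted p = 0.119, 0.053 and 0.376 by limma). The value at 48 h of salt depended on the scaling. It was -0.73 with each library scaled to 1000000 reads, still under the threshold in size, where the adjusted p was 7.6e-06 by limma, the lowest over the alternatives, of which the highest was 0.314. The cold samples that the paper used were not analysed here.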

**Figure 6:**
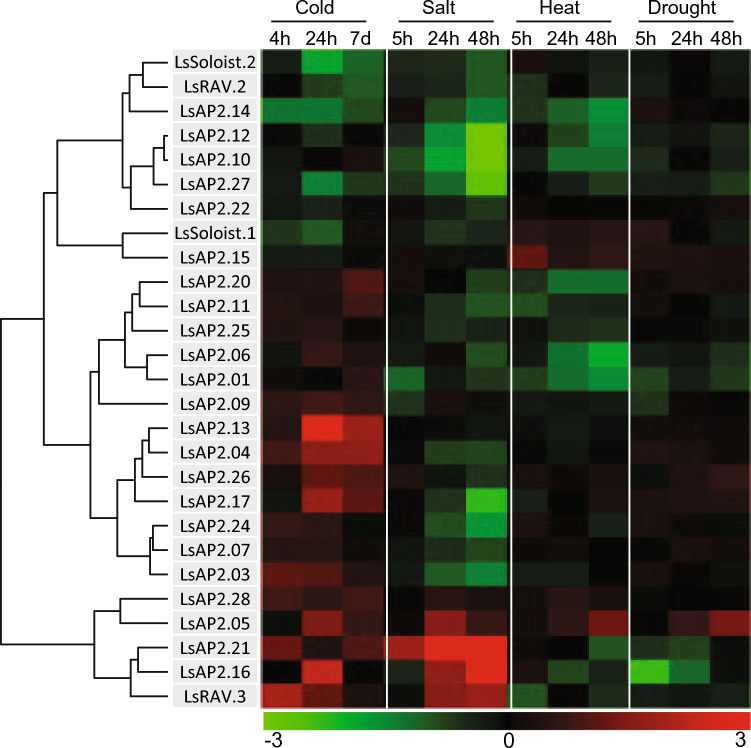
Heatmap showing the expression patterns of *AP2*, *RAV*, and *Soloist* genes in response to cold, heat, salt, and drought. Each row corresponds to a specific gene, and each column represents a stress condition. The color intensity indicates the level of gene expression (Log2 fold change): red for upregulation and green for downregulation, relative to the control condition. The heatmap was generated using the hcluster method of the R package amap^66^.

For the DREB subfamily genes, their expression patterns largely clustered into four categories: G1, primarily upregulated by salt and drought; G2, upregulated by all four stress conditions; G3, downregulated by salt or unresponsive to other stress conditions; G4, mainly upregulated by cold. 

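The members of the 4 groups of Fig. 7 were counted under salt, heat and drought. The paper formed the groups from these same libraries and its cold samples, so the counts describe the groups and are not independent evidence. Of the 5 genes of G1, salt upregulated 3, drought 4 and heat 1. Without control replicate 1, salt upregulated 1 of them, drought 2 and heat 0. Salt also upregulated 1 without salt 5 h replicate 1, drought 2 without drought 5 h replicate 2, and heat 0 without heat 48 h replicate 3. At 48 h of heat, 16 of the 46 DREB genes were higher at an unadjusted p under 0.05, and 17 at 48 h of drought. Of the 13 genes of G3, salt downregulated 10 and upregulated 1, heat downregulated 2, and drought upregulated 1. The G3 gene upregulated by salt was not called when any of the 3 control or 3 salt 5 h libraries was left out, and heat downregulated 1 without heat 24 h replicate 2, while it downregulated 5 by edgeR's quasi-likelihood test and with a pseudocount of 0.1. Drought upregulated 0 of G3 without control replicate 1, by edgeR's test and with a pseudocount of 0.1, and 2 with only the libraries of each comparison in the fit. Salt downregulated 5 of them with a pseudocount of 2. Of the 8 genes of G4, 6 were tested, and salt downregulated 3, while heat upregulated 1 and drought 1.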

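G2 of Fig. 7 holds 24 genes, of which 22 were tested. Salt upregulated 19 of them, heat 7 and drought 6, and 3 were upregulated by all 3 of these stresses. Heat upregulated 2 genes of the group with a pseudocount of 2.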

The largest group, G2, suggested a role for these genes in abiotic stress signaling (Fig. 7). Within G2, three genes (*LsERF004*, *LsERF009*, and *LsERF073*) were significantly upregulated under all conditions.

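LsERF004, listed as Lsat_1_v5_gn_6_103940.3, lies on linkage group 6 from 169373016 to 169374686. Its mean was 7.62 ± 0.747 scaled CPM in the control (SD, n = 3) and 61.9 ± 5.84 at 48 h of salt (SD, n = 3), a log2 fold change of 2.94 (standard error 0.20, adjusted p = 1.04e-12 by limma). Its mean was 19.5 ± 0.966 scaled CPM at 24 h of heat (SD, n = 3, adjusted p = 1.06e-05 by limma) and 20.1 ± 6.13 at 48 h of drought (SD, n = 3, adjusted p = 6.88e-05 by limma), and both were called with each library left out in turn. LsERF009, listed as Lsat_1_v5_gn_8_132101.1, lies on linkage group 8 from 211844511 to 211845674. Its mean was 0.950 ± 0.031 scaled CPM in the control (SD, n = 3) and 14.0 ± 1.31 at 5 h of salt (SD, n = 3), a log2 fold change of 3.32 (standard error 0.29, adjusted p = 1.35e-08 by limma). Its log2 fold change was 1.32 at 5 h of heat, which fell to 0.80 with a pseudocount of 2, and 1.61 at 48 h of drought. The drought value was not called with only the libraries of that comparison in the fit, where the adjusted p was 0.019 by limma, the highest over the alternatives, of which the lowest was 2.6e-07.

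LsERF073, listed as Lsat_1_v5_gn_8_13141.1, lies on linkage group 8 from 15916647 to 15917453. Its mean was 1.25 ± 0.420 scaled CPM in the control (SD, n = 3) and 22.1 ± 2.82 at 48 h of salt (SD, n = 3), a log2 fold change of 3.71 (standard error 0.26, adjusted p = 1.38e-12 by limma). Its log2 fold changes of 1.08 at 5 h of heat and 1.17 at 48 h of drought were near the threshold. Under heat, it was called in 3 of the 6 fits that each left out one library, since the log2 fold change was 0.96 without control replicate 1 or heat 5 h replicate 3 and 0.99 without heat 5 h replicate 1. Under drought, it was called in 4 of the 6, and its log2 fold change was 1.05 without control replicate 1 and 1.03 without drought 48 h replicate 3, with adjusted p past 0.01 in both. With a pseudocount of 2, its log2 fold changes were 0.68 under heat and 0.74 under drought. The paper's cold samples were not analysed here.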

**Figure 7:**
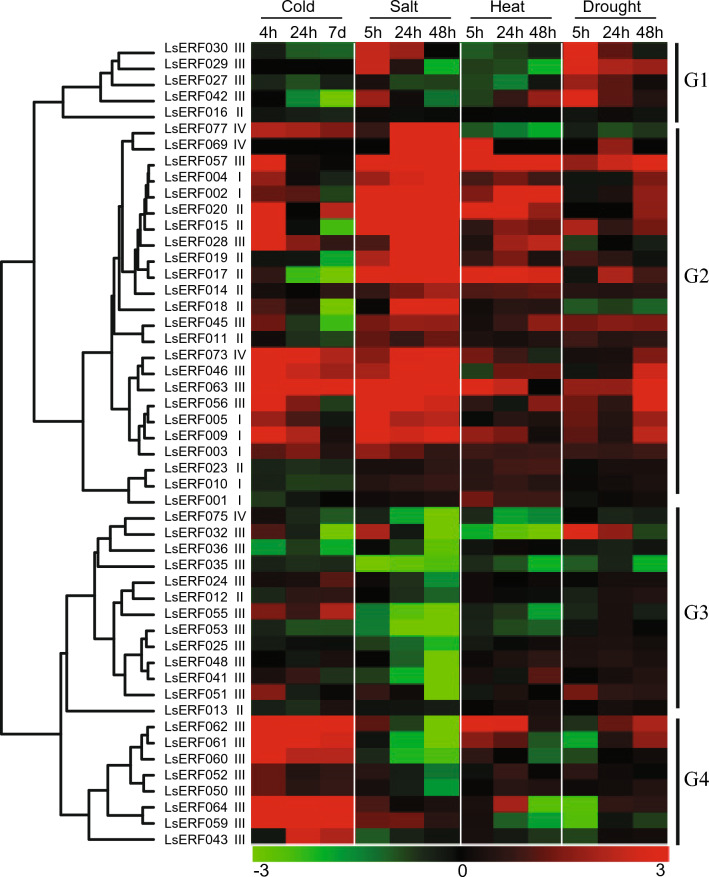
Heatmap showing the expression patterns of DREB subfamily genes in response to cold, heat, salt, and drought. Each row corresponds to a specific gene, and each column represents a stress condition. The color intensity indicates the level of gene expression (Log2 fold change): red for upregulation and green for downregulation, relative to the control condition. The heatmap was generated using the hcluster method of the R package amap^66^.

Among the ten *LsCBF* genes detected as being expressed, four genes (*LsERF028*, *LsERF056*, *LsERF057*, and *LsERF063*) were placed in G2, showing upregulation by at least three stresses, while one gene (*LsERF55*) in G3 was moderately upregulated only by cold. 

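Of the 14 LsCBF genes, 10 were listed among the Salinas values and 7 were tested. LsERF028 (LsCBF1), listed as Lsat_1_v5_gn_2_130641.1, lies on linkage group 2 from 210322269 to 210322862. Its mean was 0.256 ± 0.040 scaled CPM in the control (SD, n = 3), from 5 to 8 reads, and 10.5 ± 3.13 at 48 h of salt (SD, n = 3), a log2 fold change of 3.82 (standard error 0.19, adjusted p = 1.93e-15 by limma). Under heat for 48 h, its log2 fold change was 1.20, which fell to 0.52 with a pseudocount of 2, and at 5 h of drought it was -0.23 (adjusted p = 0.589 by limma). LsERF056 (LsCBF3), listed as Lsat_1_v5_gn_9_53921.1, lies on linkage group 9 from 62232796 to 62233491. Its mean was 0.256 ± 0.193 scaled CPM in the control (SD, n = 3) and 8.07 ± 1.53 at 5 h of salt (SD, n = 3). Its log2 fold change was 3.52 at 5 h of salt (standard error 0.32, adjusted p = 2.06e-08 by limma), 3.16 at 48 h of drought (adjusted p = 4.12e-07 by limma) and 0.75 at 48 h of heat (adjusted p = 0.0473 by limma), which was not past the thresholds.

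LsERF057 (LsCBF4), listed as Lsat_1_v5_gn_9_53960.1, lies on linkage group 9 from 62282593 to 62283264. No read was counted on it in the 3 control libraries, so that each fold is a lower bound against 3 reads. It was at least 87.1-fold higher at 48 h of salt, where it had 11.7 ± 3.34 scaled CPM (SD, n = 3). Under drought for 48 h, between 2 and 17 reads were counted and the gene was not called (adjusted p = 0.105 by limma). At 24 h of heat, between 1 and 3 reads were counted (adjusted p = 0.552 by limma). A rise to the level at 48 h of salt was detectable and was not seen there, while one of up to 3 reads was not detectable at this depth. LsERF063 (LsCBF10) had 0 reads in 12 of the 30 libraries and was not tested. LsERF055 (LsCBF14), listed as Lsat_1_v5_gn_9_114720.1, lies on linkage group 9 from 187031234 to 187031878. Its mean fell from 11.9 ± 0.992 scaled CPM in the control (SD, n = 3) to 1.09 ± 0.142 at 48 h of salt (SD, n = 3), a log2 fold change of -2.96 (standard error 0.21, adjusted p = 1.27e-12 by limma). Under heat for 48 h it was -1.66, and at 5 h of drought -0.48 (adjusted p = 0.196 by limma), which was not called.

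**Figure D1:**
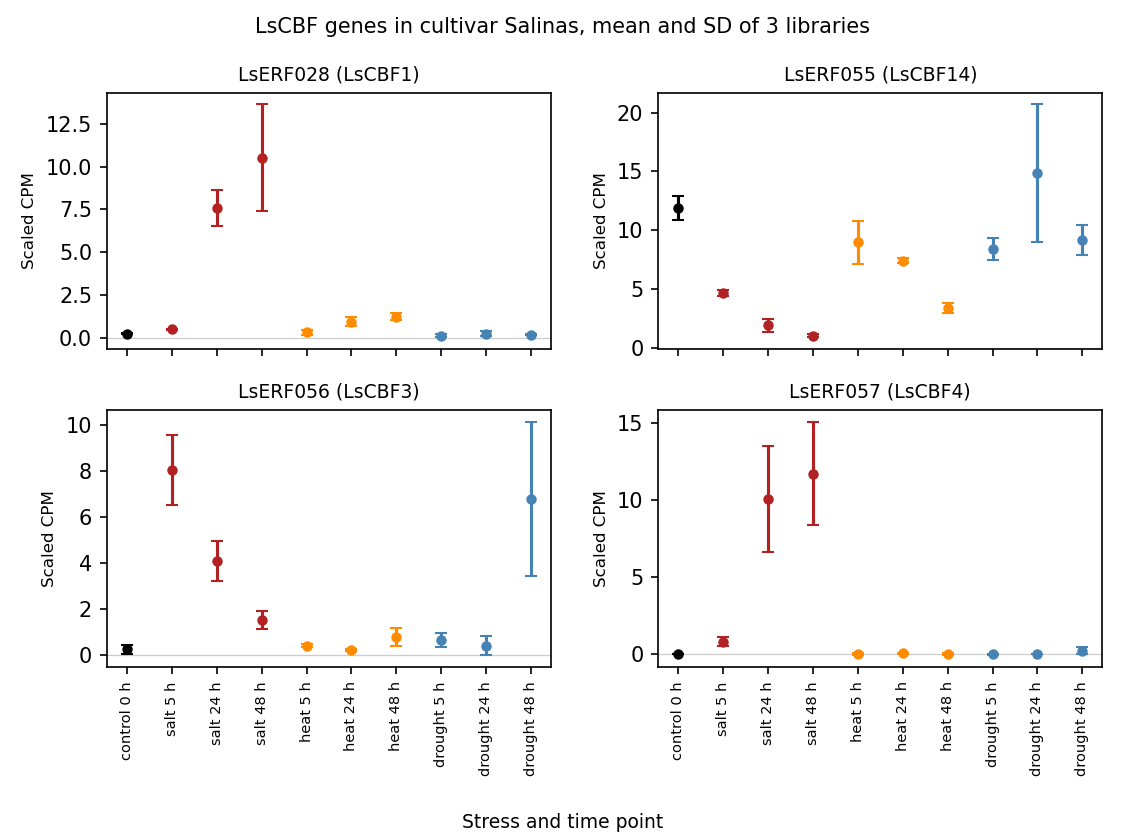
Scaled CPM of LsERF028, LsERF055, LsERF056 and LsERF057 in the control and at each time point of salt, heat and drought in Salinas. Points are means of 3 libraries and bars are SDs, and LsERF028 reaches 10.5 at 48 h of salt while LsERF055 falls to 1.09.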

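LsERF059, LsERF060, LsERF061, LsERF062 and LsERF064 lie on linkage group 9. LsERF059 and LsERF064 had too few reads to be tested in Salinas. LsERF060 (LsCBF7), listed as Lsat_1_v5_gn_9_54581.2 (62769828 to 62770481), had a log2 fold change of -1.82 at 48 h of salt (standard error 0.24, adjusted p = 1.23e-07 by limma). Its log2 fold change at 48 h of heat was -0.93, which was called without control replicate 1 (-1.10) and without heat 48 h replicate 1 (-1.04), as well as with a pseudocount of 0.1 (-1.08) and by edgeR's quasi-likelihood test (-1.14). LsERF061 (LsCBF12), listed as Lsat_1_v5_gn_9_54680.3 (63227251 to 63227994), had between 1 and 7 reads in the control libraries. Its log2 fold changes of 0.65 at 5 h of heat and 0.66 at 48 h of drought were under the threshold. At 48 h of salt, LsERF061 had 0 reads in all 3 libraries, at least 1.1-fold lower than the control (adjusted p = 0.0291 by limma), and this was called lower with a pseudocount of 0.1 but not otherwise. The Ks in Table S7 is 0.355 between LsERF061 and LsERF059 and 0.299 between LsERF062 and LsERF063, so part of their reads could have been split or lost. LsERF062 (LsCBF11), listed as Lsat_1_v5_gn_9_54780.1 (63158427 to 63159059), had between 7 and 9 reads in the control libraries. Its mean was 0.311 ± 0.015 scaled CPM in the control (SD, n = 3) and 2.97 ± 1.08 at 5 h of heat (SD, n = 3, adjusted p = 1.17e-08 by limma). At 48 h of drought its log2 fold change was 1.14 (adjusted p = 0.000196 by limma), which fell to 0.51 with a pseudocount of 2. At 48 h of salt, LsERF062 had 0 reads in all 3 libraries, at least 1.7-fold lower than the control, and this was called by edgeR's test and with a pseudocount of 0.1 but not otherwise. For these genes, the paper's cold samples come from another series and were not analysed here.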

Five genes (*LsERF059*, *LsERF060*, *LsERF061*, *LsERF062*, and *LsERF064*) in G4 were predominantly upregulated by cold. Interestingly, these five genes in G4 were identified as tandem duplicates, whereas their segmentally duplicated paralogs (*LsERF028* on Lg2 and *LsERF055* on Lg9 lower arm) were classified into groups, G2 and G3, respectively, and their tandemly duplicated paralogs (*LsERF057*, and *LsERF063*) were classified into group G2 (Fig. 7). These results implied that expression divergence occurred after duplication, potentially leading to functional divergence.

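Under the 3 stresses analysed here, the duplicated LsCBF genes differed in direction under salt at 48 h. LsERF028 and LsERF057 were higher than the control, and LsERF055 and LsERF060 were lower, each in all 3 libraries. These changes were called in each of the 6 fits that left out one library. Whether one gene's response differed from another's was not tested. LsERF063 and LsERF064 are close copies, with a Ks of 0.055 in Table S7, so that part of the reads could have been split or lost between them.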

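The members of the 3 groups of Fig. 8 were counted in the same way, and all 80 were tested. Of the 15 genes of G1, salt downregulated 10 and upregulated 1, and heat downregulated 4 and upregulated 1. The downregulated numbers were 5 and 1 with a pseudocount of 2, and the upregulated numbers 0 and 0. Salt upregulated 0 of G1 without salt 5 h replicate 1 and 2 without salt 5 h replicate 2. Of the 16 genes of G2, salt downregulated 8 and upregulated 2, and heat downregulated 3 and upregulated 1. Drought upregulated 0 and downregulated 0 genes in both G1 and G2, and downregulated 1 of G2 without drought 48 h replicate 1 or drought 48 h replicate 2. Without heat 5 h replicate 1, heat downregulated 2 genes of G1, and without control replicate 3 it downregulated 1 of G2. Heat upregulated 0 of G2 without heat 48 h replicate 2 and 2 without control replicate 1 or heat 24 h replicate 3. At an unadjusted p under 0.05, 33 of the 80 ERF genes were higher at 5 h of salt and 21 at 48 h of heat, and 17 were higher and 7 lower at 48 h of drought. Of the 49 genes of G3, salt upregulated 41, heat 15 and drought 5, while heat downregulated 3 of them and drought 1. Without control replicate 1 or drought 5 h replicate 3, drought upregulated 3 genes of G3. Its downregulated gene was LsERF157, which was not called without control replicate 1, control replicate 3 or drought 48 h replicate 2, with log2 fold changes of -1.29, -1.42 and -1.38. LsERF162, LsERF183 and LsERF182 rose strongly at 48 h of salt. LsERF162 had a log2 fold change of 7.17 (standard error 0.28, adjusted p = 2.85e-17 by limma). LsERF183 was at least 465.5-fold higher and LsERF182 at least 395.6-fold higher, because their control libraries held at most 2 reads. LsERF162 has a Ks of 0.364 with LsERF163 in Table S7, so part of its reads could have been split or lost between them.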

The ERF subfamily genes exhibited three main expression patterns: G1, slightly upregulated by cold alone; G2, mostly downregulated by all stress conditions; and G3, generally upregulated by all stress conditions, with salt causing the most significant increase (Fig. 8). Remarkably, two genes (*LsERF085* and *LsERF116*) displayed upregulation across all four stress conditions. 

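LsERF116, listed as Lsat_1_v5_gn_1_125981.1, lies on linkage group 1 from 198393259 to 198393834. Its mean was 1.63 ± 0.085 scaled CPM in the control (SD, n = 3) and 26.6 ± 1.66 at 24 h of salt (SD, n = 3), a log2 fold change of 3.67 (standard error 0.30, adjusted p = 6.82e-11 by limma). Its log2 fold change was 2.61 at 24 h of heat (adjusted p = 1.37e-07 by limma) and 1.87 at 48 h of drought (adjusted p = 8.54e-05 by limma), and each call held with each library left out in turn.

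LsERF085, listed as Lsat_1_v5_gn_5_131240.1, lies on linkage group 5 from 256814755 to 256815444. Its mean was 1.27 ± 0.146 scaled CPM in the control (SD, n = 3), from 29 to 32 reads, and 3.40 ± 0.094 at 5 h of heat (SD, n = 3), a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.000414 by limma). Its log2 fold changes of 0.91 at 5 h of salt (adjusted p = 0.00444 by limma) and 0.90 at 48 h of drought (adjusted p = 0.00712 by limma) were under the threshold of 1. At 5 h of salt, it was called without salt 5 h replicate 2, with a log2 fold change of 1.03, and by edgeR's quasi-likelihood test, with 1.16. At 48 h of salt, the log2 fold change was -1.31 (adjusted p = 2e-05 by limma), lower than the control in all 3 libraries. It was -0.56 with a pseudocount of 2, and that at 5 h of heat was 0.72, both under the threshold.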

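Among the ERF subfamily genes, 26 were upregulated by salt and by neither heat nor drought, and 2 were upregulated by heat and by neither salt nor drought. Leaving out the genes that Table S8 marks as upregulated by cold, which are the paper's calls on other samples, 16 remained for salt and 1 for heat, LsERF169. LsERF169 was named after its values were seen. The numbers for heat moved most with the processing. By edgeR's quasi-likelihood test, 3 genes remained for heat after the paper's cold calls were left out. Without heat 48 h replicate 2, 0 genes remained, and without control replicate 1 or heat 24 h replicate 3, 2 genes remained.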

Ten genes were activated exclusively by cold stress, five by salt stress, and three exclusively by heat stress. The observed diversity in gene expression patterns suggests a critical role of the *AP2/ERF* genes in modulating complex stress response pathways, ultimately facilitating stress adaptation and multi-stress tolerance in lettuce.

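Over the whole family of 153 tested genes, salt upregulated 71 and downregulated 39, heat upregulated 27 and downregulated 17, and drought upregulated 18 and downregulated 1. Adjusted over the list alone, drought upregulated 20, and the other numbers were the same. The study did not choose this list on these samples. Salt upregulated 66 and downregulated 52 of the genes with each library scaled to 1000000 reads. Heat upregulated 12 genes with a pseudocount of 2. Without control replicate 1, drought upregulated 11, and without control replicate 1 or control replicate 3 it downregulated 0 and without drought 48 h replicate 1 it downregulated 2, while 13 genes were lower at 48 h at an unadjusted p under 0.05. At 48 h of salt, LsERF080 fell by 4.14 on the log2 scale (standard error 0.28, adjusted p = 6.66e-13 by limma), LsERF084 fell by 3.63, and LsERF053 was at least 34.7-fold lower. At 24 h of heat, the log2 fold change was 2.75 for LsERF162 and 2.50 for LsERF164, which each have a close copy in Table S7 (Ks of 0.364 and 0.204). LsERF157 fell by 1.58 at 5 h of heat and LsAP2.01 by 1.42 at 48 h. At 5 h of drought, LsERF030 had a log2 fold change of 3.02 (standard error 0.38, adjusted p = 2.43e-05 by limma) and LsERF178 had 2.67 (standard error 0.38, adjusted p = 0.000109 by limma). The 0 h control was at another clock time, so drought and time of day were not separated for these 5 h changes. LsERF157 was the gene downregulated by drought, with a log2 fold change of -1.45 at 48 h. From the diversity of the patterns, the paper proposes a role of these genes in the adaptation of lettuce to stress.

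**Figure D2:**
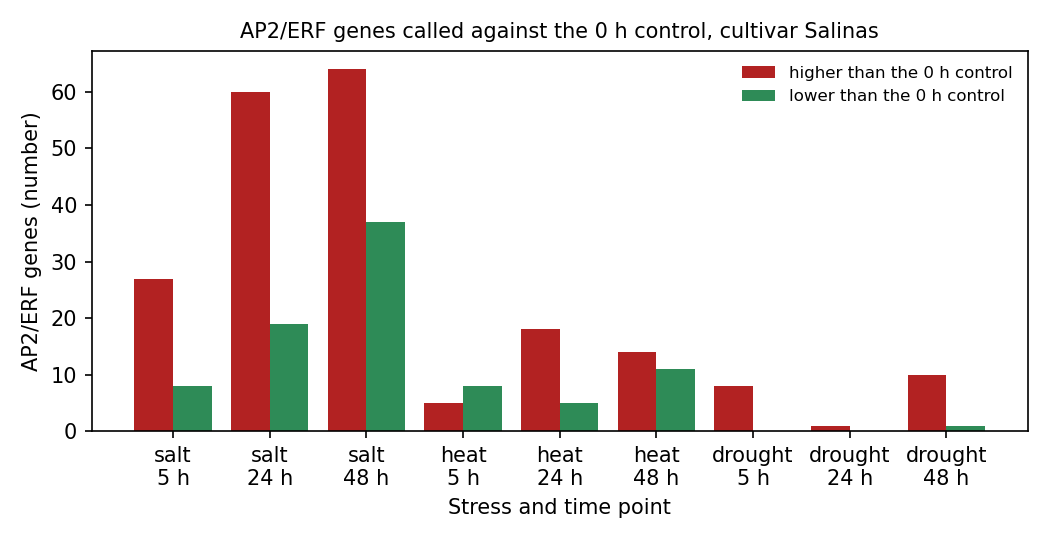
Number of AP2/ERF genes that were higher or lower than the 0 h control at each time point of salt, heat and drought in Salinas, with 3 libraries per group. The bars for salt rise from 27 higher genes at 5 h to 64 at 48 h, and drought at 24 h has 1.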

**Figure 8:**
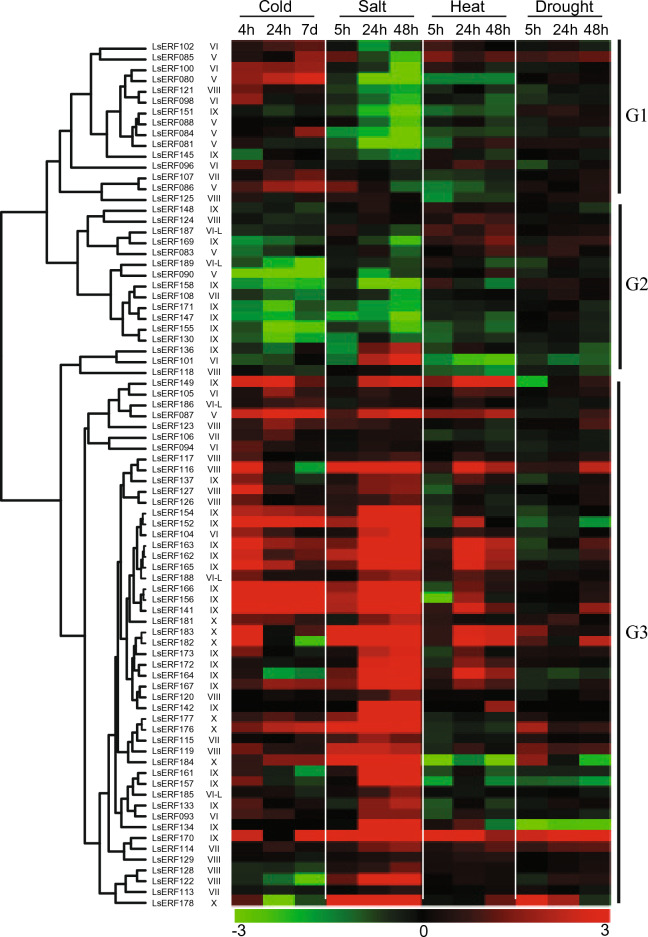
Heatmap showing the expression patterns of ERF subfamily genes in response to cold, heat, salt, and drought. Each row corresponds to a specific gene, and each column represents a stress condition. The color intensity indicates the level of gene expression (Log2-fold change): red for upregulation and green for downregulation, relative to the control condition. The heatmap was generated using the hcluster method of the R package amap^66^.

## Discussion

The AP2/ERF superfamily is recognized across various plant species as pivotal transcription factors in abiotic stresses^12,38,39,41,46,47^. Despite its importance, a comprehensive understanding of this family in lettuce has remained elusive. In this study, we undertook a genome-wide search for *AP2/ERF* family genes in lettuce and identified 224 *AP2/ERF* genes, which account for 0.59% of the total coding genes in the genome (Table S2). This percentage varies across plant species, ranging from 0.77% in Artichoke to 0.43% in Medicago. This variation can be partly attributed to the gene duplication events that have occurred during the evolutionary development of this family. We analyzed the duplication events based on sequence similarity and physical distance within chromosomes. Our analysis identified 39 pairs of tandem duplication and 29 pairs of segmental duplication, together accounting for 21% (48) of the AP2/ERF family (Tables S5 and Table S6). This finding illustrates that gene duplication has played a critical role in expanding the lettuce AP2/ERF, a pattern also evident in diverse plant species^38–40^. Interestingly, some of the tandem duplications were also found to be segmentally duplicated. For instance, a cluster of genes (*LsERF057*–*LsERF065*, also referred to as *LsCBF4*–*LsCBF12*) located on Lg9 was segmentally duplicated twice, giving rise to genes *LsERF054* and *LsERF055* on the lower arm of Lg9, and *LsERF028* on Lg2 (Fig. 4; Table S6). These paralogous genes, as members of the *LsCBF* subfamily, are well-known for their important roles in cold signaling pathway. Through orthology analysis, we further explored the evolutionary relationships of these duplicated genes. The clusters of *LsERF057*–*LsERF065* on the upper arm of Lg9 except for *LsERF057*, and *LsERF054* and *LsERF055* on the lower arm of Lg9, were identified as lettuce lineage-specific genes (Table S4), while the *LsERF028* (Lg2) and *LsERF057* (Lg9) were orthologous with genes from both Asterid and Rosid species. These orthologous relationships suggest that *LsERF028* (Lg2) and *LsERF057* (Lg9) genes are more ancient, originating from a shared ancestor of the Asterid and Rosid clades. Subsequently, these genes were duplicated either segmentally or tandemly, resulting in the cluster of *LsERF058*–*LsERF065* on the upper arm of Lg9, and *LsERF054* and *LsERF055* on the lower arm of Lg9.

Duplication is a well-recognized mechanism contributing to genetic variation, often leading to subfunctionalization or neofunctionalization of genes^48^. When functional redundancy arises from gene duplication, the subsequent accumulation of mutations can promote divergence and expansion within the gene family^49,50^. Despite this potential for divergence, duplicate genes can often be preserved through selective constraints such as purifying selection. This preservation is likely driven by the genes’ important roles in crucial biological processes like abiotic stresses, where the purifying selection eliminates deleterious mutations to maintain the ancestral function of the duplicates. Our analysis of the Ka/Ks ratio supports the prevalence of purifying selection among the lettuce *AP2/ERF* gene family. The Ka/Ks ratios between pairs of duplicated genes ranged from 0.038 to 0.57, figures significantly lower than 1 (Table S7). These ratios are indicative of strong purifying selection pressure, constraining the divergence of the duplicated AP2/ERF proteins to preserve their functions. This purifying selection may confer advantages against abiotic stresses, exemplified by the gene dosage effect where increased production of gene products can lead to a rapid and robust response to sudden environmental changes. For example, *Arabidopsis CBF* genes demonstrate this dosage effect in response to cold stress. When individual *CBF* genes are mutated in *Arabidopsis*, the freezing tolerance of plants is impaired in direct proportion to the number of mutated genes, indicating that CBF proteins function additively to bolster freezing tolerance^8,51^.

While selective constraints on protein sequence may limit the functional divergences of duplicated genes, the proteins could acquire novel functions through altered gene expression. For instance, modifications of promoter regions can lead to different spatial or temporal expression patterns, resulting in functional divergence. In *Arabidopsis*, the proteins DREB2 (VI subfamily) and CBF/DERB1(III subfamily) share high sequence similarity and regulate a similar set of downstream target genes, as both family genes can bind to DRE/CRT cis-elements^14,15^. However, they are involved in different abiotic stress responses: the *CBF/DERB1* genes primarily respond to cold signaling, while the *DREB2* genes predominantly respond to drought signaling^14,15^. This distinction in stress response is due to differentiation in their promoter regions, resulting in different responsiveness to stresses. We observed a similar phenomenon in the duplicated genes within the lettuce AP2/ERF family (Fig. S1). Members of duplicated genes displayed divergent expression patterns, revealing that some of the duplicated genes have undergone functional divergence through altered expression, possibly driven by promoter differentiation. Specifically, the ancient genes *LsERF028* and *LsERF057,* originating from a common ancestor of Asterid and Rosid clade—also known as *LsCBF1* and *LsCBF4*, respectively^35^—displayed strong activation in response to salt stress (Fig S1). In contrast, most of their segmentally or tandemly duplicated paralogs were activated predominantly by cold stress. These expression patterns are consistent with the qPCR results of a previous study^35^, indicating that the later duplicated genes acquired altered expression, contributing to functional divergence among the duplicated genes. 

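At 24 h of salt, LsERF028 had 7.58 ± 1.04 scaled CPM (SD, n = 3), a log2 fold change of 3.41 (adjusted p = 8.8e-14 by limma). LsERF057 had 10.1 ± 3.41 scaled CPM at the same time (SD, n = 3) and was at least 74.9-fold higher than the control, and at 5 h of salt it was at least 6.2-fold higher, which was not called with a pseudocount of 2.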

Our findings underscore the importance of purifying selection in maintaining the lettuce AP2/ERF gene family, while also suggesting that promoter differentiation may play a role in functional divergence within the family, ultimately contributing to the adaptation of lettuce to various abiotic stresses.

The orthology analysis indicates that most *AP2/ERF* family genes (88%) are orthologous to genes from either Asterid, Rosid, or both species, while around 12% of genes do not have any ortholog among the ten Asterid and Rosid species, suggesting that these genes are specific to the lettuce lineage (Table S4). These lineage-specific genes may have evolved during lettuce speciation, possibly playing important roles in adapting to the conditions that lettuce species faced during evolution. Among the lineage-specific genes, the largest group consists of ten paralogous *LsCBF* genes (Group1095) that were generated through tandem or segmental duplications. CBF transcription factor genes are known for their important roles in cold stress adaptation^18^. The finding that a group of *LsCBF* genes are lettuce-lineage specific, suggests that the expansion of the CBF family in lettuce might occur during its speciation, perhaps to adapt to cold stress conditions that lettuce encountered during its evolution. The findings align with a previous study by Park et al.^35^, where they observed that CBF genes from diverse species including lettuce were distinctly grouped by species in a phylogenetic tree. Moreover, these *CBF* genes were found in tandem on the genome within each plant species. Such clustering in the NJ tree and physical proximity on the chromosomes suggested that paralogous tandem duplications of the *CBF* genes occurred in each species lineage. Our orthology and duplication analyses provided strong evidence supporting the notion that, at least in lettuce, CBF genes evolved through both tandem and segmental duplications in the lettuce lineage. The expansion of the CBF subfamily in lettuce potentially serve as an adaptation strategy to cope with cold stresses that might be prevalent during lettuce lineage evolution.

Some angiosperm families evolved the ability to adapt to cold temperatures during the global cooling climate, extending from the mid-Eocene (46 million years ago) to the late Oligocene (27 million years ago)^52^, resulting in their expansion into temperate regions. In a recent study by Zhang et al.^53^, molecular evolution analysis demonstrated a dramatic increase in the copy number of *CBF* genes in the Pooideae family (which includes 3900 species including wheat and barley) through tandem duplication during the Eocene–Oligocene transition. They suggested that this duplication likely facilitated the successful adaptation of Pooideae members to temperate regions by fostering resilience to cold habitats, highlighting the importance of genetic innovation in plant adaptation to local environmental conditions. Understanding the molecular basis of this gene family expansion and functional diversification in lettuce can provide valuable insights into the plant ability to thrive in various environmental challenges, ultimately contributing to the improvement of lettuce crop production under adverse conditions.

The RNA expression signals of *AP2/ERF* genes in lettuce, when exposed to various stress conditions, illuminate their potential roles in abiotic stress responses. 

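Under salt, heat and drought in Salinas, 76 of the 153 AP2/ERF genes tested were upregulated by at least 1 of these stresses. These were 4 genes of the AP2 subfamily with RAV and Soloist, 26 of the DREB subfamily and 46 of the ERF subfamily. Together with the genes that Table S8 marks as upregulated by cold, which are the paper's calls, the number was 103.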

Among the 224 genes, approximately 47% (105 genes) showed significant induction in response to at least one of the examined stress conditions. Interestingly, some genes were found to be responsive exclusively to a particular stress stimulus (Figs. 6, 7, 8). For example, 25 genes (5 from *AP2*, 10 from *DREB*, 10 from *ERF*) exhibited specific upregulation in response to cold stress at one or more time points. Similarly, 24 genes (2 from *AP2*, 6 from *DREB*, 16 from *ERF*) were selectively responsive to salt stress, while five genes (1 from *AP2*, 1 from *DREB*, 3 from *ERF*) responded specifically to heat stress, and two genes (exclusively from *DREB*) showed upregulation in response to drought stress (Table S8). These stimulus-specific genes hint at a fine-tuned regulation of response mechanisms to particular environmental cues. 

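Of the genes upregulated by salt, 39 were upregulated by neither heat nor drought, and 25 of them were also not marked as upregulated by cold in Table S8. These 25 were 2 genes of the AP2 subfamily, 7 of the DREB subfamily and 16 of the ERF subfamily. Of the genes upregulated by heat, 3 were upregulated by neither salt nor drought, LsERF001, LsERF085 and LsERF169, and 2 of them were not marked for cold. Without control replicate 1, there were 5 genes upregulated by heat alone. Drought alone upregulated 1 gene, LsERF027, which was also not marked for cold. Without drought 5 h replicate 2 or drought 5 h replicate 3, 0 genes were upregulated by drought alone. There were 3 without salt 5 h replicate 1 and 2 without salt 5 h replicate 2, salt 5 h replicate 3 or drought 48 h replicate 1. Without heat 48 h replicate 2, 1 gene upregulated by heat alone was not marked for cold. LsERF001, LsERF169 and LsERF027 were named after their values were seen. LsERF027 is a close copy of LsERF042, with a Ks of 0.143 in Table S7, so its reads could have been split. A gene past the thresholds under only 1 stress is not shown to respond differently to the others, since the differences between stresses were not tested.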

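Salt, heat and drought all upregulated 7 genes in Salinas. These were LsAP2.05, LsERF004, LsERF009, LsERF073 and LsERF116, together with LsERF042 and LsERF114, which were named after their values were seen. LsERF042 has a Ks of 0.143 with LsERF027 in Table S7, so its reads could have been split. Of the 7, 5 were also marked as upregulated by cold in Table S8. All 3 stresses upregulated 3 genes with a pseudocount of 2, and without control replicate 1, also 3. The number also marked for cold was 3 without control replicate 1 or without drought 48 h replicate 3. LsERF085 was called higher under heat and not under salt or drought, and it was called lower at 48 h of salt.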

Considering that plants often face multiple stress conditions simultaneously, leading to more severe damage, the six genes (*LsAP2.05*, *LsERF004*, *LsERF009*, *LsERF073*, *LsERF085*, *LsERF116*) that showed significant upregulation across all four stresses are of particular interest. These genes may serve as potential candidate genes for further functional validation and utilization in crop improvement programs aimed at comprehensive stress resistance. The universal or stimulus-specific expression patterns in the *AP2/ERF* gene family expanded our understanding of the molecular basis of stress tolerance and adaptation in plants.

In conclusion, our study significantly contributes to our understanding of the evolutionary dynamics of the AP2/ERF transcription factor family in lettuce. By uncovering the genetic basis of stress responses, our findings lay a strong foundation for future studies on stress tolerance and adaptation mechanisms in lettuce.

## Methods and materials

### Plant material and growth conditions

Plants were grown in soil pots in growth chambers, where temperature was maintained at 20 °C and a photoperiod of 16 h of light and 8 h of darkness was applied. The light intensity ranged from 350 to 400 μmol m^−2^ s^−1^. Abiotic stress treatments were conducted on eighteen-day-old plants, as described in Park et al.^35^. For cold stress treatment, plants were exposed to 4 °C for 4 h, 24 h, or 7 days with a light intensity of 100 μmol m^−2^ s^−1^. The other stress treatments were carried out for 0 h, 5 h, 24 h, and 48 h with a light intensity of 300 μmol m^−2^ s^−1^. For high salt stress conditions, plants were treated with 250 mM NaCl^54^. For heat stress conditions, plants were exposed to 34 °C^55^. For drought stress conditions, watering was withheld after ensuring all excess water was drained and absorbed by paper towels from the pots. Following exposure to these stress conditions, leaf samples were collected for each treatment, with the 0 h samples serving as controls. All procedures were conducted in accordance to the guidelines of USDA-ARS.

### Sequence retrieval and identification of AP2/ERF proteins from *L. sativa*

The lettuce protein database (genome version 8, id37106) was obtained from the CoGe genome evolution platform (https://genomevolution.org/coge). In cases where there were multiple isoforms for a gene in the protein database, the protein which has the highest amino acid sequences was selected as a representative for the gene. The Hidden Markov Model profiles of the AP2/ERF domain (PF00847) and B3 domain (PF02362) were obtained from the Pfam v27.0 database (http://Pfam.sanger.ac.uk/). To identify AP2/ERF proteins in lettuce*,* the AP2 domain profile was searched against the lettuce protein data using the hmmsearch tool implemented in HMMER3 v3.2.1 (http://hmmer.org). The proteins with an AP2 domain match E-value of 1e − 5 or lower were selected for further analysis. The final non-redundant AP2/ERF protein sequences were confirmed for the presence of AP2/ERF domain using the HMMSCAN (http://hmmer.janelia.org/search/hmmscan). For RAV subfamily, the B3 domain was searched against all AP2/ERF proteins using the hmmsearch function. Hits with an E-value of lower than 1e-5 were designated as members of the RAV subfamily.

### Gene nomenclature

The naming convention of gene models in this study was modified from the annotation of the lettuce genome v8. Each gene name follows a specific format, which includes the following components: (1) The prefix 'Ls' indicating the lettuce species, abbreviated from *L. sativa*; (2) A one digit number indicating the linkage group (0–9); (3) The letter, 'g' indicating that the name is assigned for a gene; and (4) A 4–6 digit number unique to each gene, assigned from the lettuce genome v8. For example, a gene name in the genome v8, such as ‘Lsat_1_v5_gn_4_156100.1’ can be simplified to ‘Ls4g156100.1’.

### Phylogenetic analysis

Phylogenetic trees were constructed based on protein sequences. Initially, multiple protein sequences were aligned using MUSCLE5^56^ with the default parameter setting. The resulting alignment was then manually inspected and adjusted, if necessary, using BioEdit^57^. The phylogenetic tree was generated based on the aligned sequences using the neighbor-joining method in MEGA version 11^58^ with the parameters of p-distance model, uniform rates among sites, and partial deletion of sites with less than 95% data. The resulting trees were visualized using FigTree version 1.4.4 (http://tree.bio.ed.ac.uk/software/figtree). To assign subgroups in the lettuce AP2/ERF family, AP2 family genes from *Arabidopsis* thaliana (At) and *Oryza sativa* (Os) were obtained from the Plant transcription factor database (http://plntfdb.bio.uni-potsdam.de/v3.0/). The *AP2/ERF* protein sequences were then subjected to BLASTP against *Arabidopsis* and rice protein sequences. Following the methods described in Nakano et al.^12^, the genes were assigned to specific subgroups. In cases where the subgroup assignments between *Arabidopsis* and rice did not agree, the assignment followed that of *Arabidopsis*.

### Chromosomal location and gene structural analysis

The genomic coordinates of the *AP2/ERF* genes in lettuce were obtained from the genome annotation information. The genes were then mapped onto the ten lettuce chromosomal linkage groups based on their physical positions in base pairs (bp). The location of the genes on the physical map of each chromosome were visualized using the R package LinkageMapView^59^.

For the gene structure analysis including exon, intron, and UTR regions, the structural information of genes was obtained from the *L. sativa* genome database (version 8). Diagrams illustrating the exon–intron architecture of the genes were constructed using a custom R script.

### Duplication analysis and Ka/Ks ratio estimation

To assess the contribution of segmental and tandem gene duplications to the genome-wide expansion of the AP2/ERF family in lettuce, genes located within 5-Mb regions and exhibiting 80% or higher similarity with > 80% coverage on both query and hit genes were considered as tandemly duplicated genes. On the other hand, genes satisfying the same criteria but separated by greater than 5 Mb were identified as segmentally duplicated genes.

To estimate the selective pressure acting on duplicated genes, synonymous (Ks) and non-synonymous (Ka) substitutions per site between the duplicated genes were calculated. Protein sequences of each pair of duplicated genes were globally aligned using CLUSTALW2^60^, and the protein sequence alignments were converted to DNA alignments based on their corresponding DNA sequences. From these DNA alignments, the Ka, Ks, and the significance of Ka/Ks were computed using ‘KaKs_calculator’ version 1.2 with a model-average method^61^. The significance of Ka/Ks, which indicates whether the duplicated genes have undergone positive selection or purifying selection, was tested using the Fisher’s exact test. The ratios with a P-value of at least 0.01 were considered statistically significant.

### Determination of orthologous relationships

To determine orthologous proteins among higher plant species for the lettuce *AP2/ERF* genes, five plant species were selected from each of the Asterid and Rosid clade. Genomic protein databases for the ten species were obtained from NCBI database. The genomic proteins were screened for AP2-domain containing proteins using HMMER3 v3.2.1 (http://hmmer.org), with the AP2 domain profile (Pfam accession, PF00847) as a query. Proteins with truncated AP2 domains or AP2 domain match E-values exceeding 1e − 5 were excluded from subsequent analyses.

For the assignment of proteins into orthologous clusters, the OrthoMCL program was employed^42^. To ensure data quality, low-quality protein sequences with length less than 30 amino acids were removed, and the remaining protein sequences were modified following the OrthoMCL requirements, including appending a species-specific prefix to each protein name. Next, an all-versus-all BLASTP search was performed with an E-value cutoff of less than 1e − 5 to establish pairwise similarities between proteins, including lettuce AP2/ERF proteins. The BLASTP results were parsed by the OrthomclBlastParser function and loaded into a local SQLite orthoMCL database. Potential pairs of proteins that represented orthologs, in-paralogs, or co-orthologs were identified using the OrthoMCL algorithm among the proteins. Subsequently, the potential pairs were classified into orthologous clusters using the MCL algorithm^62^ with an inflation parameter of 2.

### RNA sequencing analysis

Leaf tissues were harvested from cultivar ‘Salinas’ plants exposed to salt, heat, and drought for 0 h, 5 h, 24 h and 48 h with triplicated biological controls. To mitigate systemic bias among samples, the plants were grown using a randomized block design and were rotated periodically. For each biological replicate, total RNA was isolated using Plant RNeasy kit (Qiagen) and submitted to Novogene Corporation (https://en.novogene.com/) for RNA sequencing. The sequencing was conducted on the Illumina HiSeq platform, generating 150 bp paired-end reads (http://www.illumina.com). The RNA-seq data of cold treatment (GSE134012) was obtained from Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/). The RNA-seq reads were aligned to the *L. sativa* reference genome (version 8) using STAR version 2.5.2^63^. The resulting alignments (BAM files) were used to count reads at the gene level by using featureCounts program^64^. Differentially expressed genes were determined by using the R package edgeR, version 3.5.0^65^.

To account for potential inflation in differential gene expression estimates due to low expression, only genes with a minimum of 0.5 read per million (< 0.5 CPM) in at least two samples were included. Genes exhibiting a two-fold change (log2 = 1) or more and an FDR = 0.01 were determined as differentially expressed.

To examine RNA expression patterns across the stress conditions, hierarchical clustering analyses were conducted using the hcluster method of the R package amap (version 0.8.16)^66^, and the resulting clusters were visualized using the heatmap.2 method of the R package gplots version 3.1.3^67^.

### Supplementary Information

Supplementary Information.

Supplementary Tables.

## Data Availability

The RNA-seq data are available in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under accession number GSE241604. All relevant data are included in the manuscript and the Supporting Information files.

# Supplementary material for: Genome-wide characterization and evolutionary analysis of the AP2/ERF gene family in lettuce (Lactuca sativa)
**Source:** Sci Rep. 2023 Dec 11;13:21990. doi: 10.1038/s41598-023-49245-4
**Supplement:** Supplementary file 1 — Supplementary Information.

**Genome-wide characterization and evolutionary analysis of the *AP2/ERF* gene family in lettuce (*Lactuca sativa*)**

**Sunchung Park^1,*^, Ainong Shi^2^, Lyndel W. Meinhardt^1^, and Beiquan Mou^3^**

**Supplementary information**

Supplementary Figure S1

Supplementary Table S1-6

**
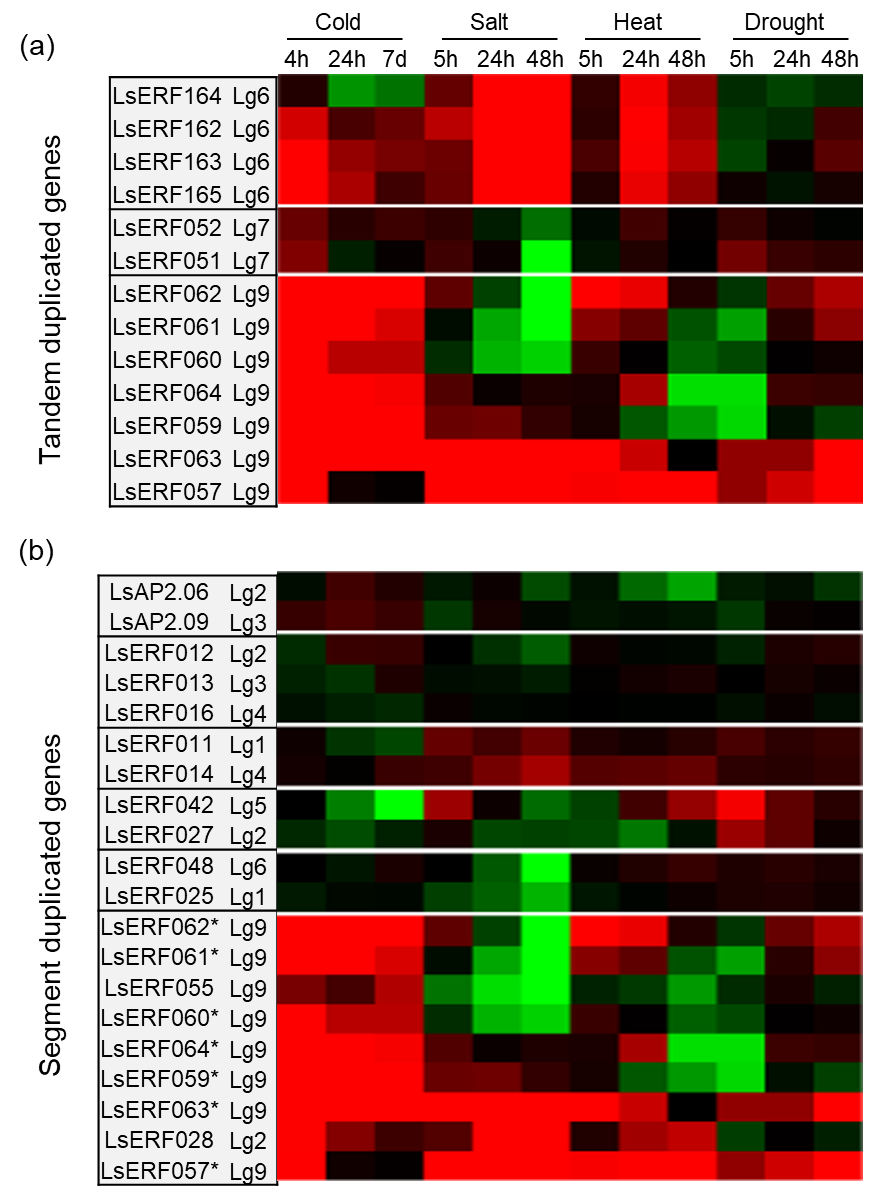
**

**Figure S1. The heatmap showing the expression patterns of tandemly (a) and segmentally (b) duplicated genes in response to cold, heat, salt, and drought.** Each row corresponds to a specific gene, and each column represents a stress condition treated for hours (h) or days (d). The color intensity indicates the level of gene expression: red for upregulation and green for downregulation, relative to the control condition. The asterisks indicate the genes that were also determined as tandem duplicates, and those tandem duplicates were segmentally duplicated to *LsERF028* and *LsERF55* (Table S5; Table S6).

**Supplementary Tables**

**Table S1. List of all 224 AP2/ERF genes in lettuce**

**Table S2. List of plant species from Asterid or Rosid subclasses used in this study**

**Table S3. BLASTP results of Lettuce AP2/ERF genes against Arabidopsis and Rice**

**Table S4. List of orthologous groups among ten plant species**

**Table S5. List of a pair of genes determined as tandem duplicates**

**Table S6. List of a pair of genes determined as segmental duplicates**

**Table S7. Ka/Ks ratios for pairwise comparisons among the duplicated AP2/ERF genes**

**Table S8. Expression signals and false discovery rate (q-value) of AP2/ERF genes**

How the deposited data were processed for this re-analysis (not part of the article)

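RNA was sequenced in the cultivar Salinas, with 3 replicates in each of 10 groups. The tissue was leaf by the paper's methods and aerial tissue by the sample labels. RNA of the cultivars PI284702 and UC96US23 was sequenced in 23 libraries of plants grown at 20 °C or moved to 4 °C. The moved plants were sampled at 4 h, at 24 h and at 7 d. The cold-treated groups hold 3 libraries each, apart from PI284702 at 0 h, which holds 2. The conditions were taken from the sample labels and the paper's methods. The paper takes its cold values from another series, so the libraries of PI284702 and UC96US23 are reported only in the closing section.

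For Salinas, the authors aligned reads with STAR to the lettuce genome version 8, counted them per gene with featureCounts, and deposited a signal per gene, which is counts per 1000000 reads (CPM) of a library size scaled by a factor per library. The design had assumed CPM without such a factor, and the log-scale test it names was kept. For PI284702 and UC96US23, the authors deposited CPM, and each library sums to 1000000. The paper's methods do not name the scaling method. In both tables every value was a whole number of reads after the step of the library was divided out, and 100% of the values above 0 were checked in this way. These recovered reads gave the depths, the floors and the values for edgeR. The Salinas depths are given with the data. In the other cultivars, between 17570370 and 27896716 reads per library were counted, with a median of 20158172, and a single read was between 0.0359 and 0.0569 CPM. A count of 0 allows up to 3 reads, and a fold against a group whose libraries all had 3 reads or fewer is given as a lower bound. These floors cover counting error only. Between replicates, chi-square per gene was between 3.63 and 75.6, so replicates differed by more than counting noise.

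Genes with at least 0.5 in at least 2 libraries of a table were tested, 23231 of 23292 in Salinas and 23443 of 23933 in the other cultivars, of which 63 had no value above 0. The thresholds and the filter are those of the paper's methods. Values were taken as log2(value + 0.5) and fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), with Benjamini-Hochberg adjustment within each comparison. The cold response of each cultivar was taken against its own 0 h group, and the difference between the cultivars was tested as an interaction. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

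The AP2/ERF list is the 224 genes of Table S1, and gene names and positions are those of Tables S1 and S8. The genes named are all those that the paper's text on expression names, and, for each of salt, heat and drought, the 3 family genes with the largest rise and the 3 with the largest fall among those called with all 3 treated libraries beyond all 3 controls. Any other gene is named as chosen after its values were seen. Members of the heatmap groups were read from the names and brackets of Figs. 7 and 8.

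The alternatives were a pseudocount of 0.1 or 2, no filter, centring on the median of genes with at least 1 in every library, only the groups compared in the fit, the replicate number as a block, edgeR 4.0.16's quasi-likelihood test with TMM on the recovered reads, and leaving out each library in turn. Scaling each Salinas library to 1000000 reads was added after the data were seen. The number of expressed genes was also taken at 0.5 in all 3 libraries of a group and at 1 in 2 libraries, and the time of day was also examined with 48 h in place of 24 h as the reference. The fits were tested on simulated counts drawn from the control means, the library depths and each gene's spread between replicates, with 200 of 22724 genes changed. Both limma and edgeR recovered 199 of them (99.5%), called 0 unchanged genes, and called 0 genes in the 8 other comparisons. The changed genes were all drawn from well-expressed genes and given changes past the threshold. Recovery of genes near the floor, or of changes near the threshold, was therefore not tested. Libraries were also regrouped, in all 10 splits of 3 libraries against 3 or in 100 draws over the 30 Salinas libraries. The cold samples of the paper were not analysed here.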

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

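The tests of a variant against the reference and of the 0 h libraries were chosen only after the differences between the cultivars were seen. In plants at 4 °C, samples that the paper does not report on, PI284702 had 964 genes called at 4 h (799 higher, 165 lower), 2281 at 24 h (1384 higher, 897 lower) and 2320 at 7 d (1408 higher, 912 lower), each against its own 0 h libraries. UC96US23 had 1555 genes called at 4 h (1009 higher, 546 lower), 2855 at 24 h (1460 higher, 1395 lower) and 2127 at 7 d (1164 higher, 963 lower). They stand out as a signal in data the paper did not analyse. For UC96US23, the real groups were the only 1 of the 10 splits of the 6 libraries with as many genes at 4 h, at 24 h and at 7 d, and the largest number in another split was 1 gene. Because 10 splits cannot give a share under 0.1, this does not exclude chance. The other splits also mix cold-treated and 0 h libraries, which widens the spread within groups and makes low counts likely beforehand. For PI284702, with 2 libraries at 0 h, no such count was made. At 4 h, 329 genes were lower in UC96US23 without UC96US23 cold 4 h replicate 2.

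The balance of higher and lower genes depended on the scaling. With median-centred libraries, 774 genes were higher and 1516 lower in PI284702 at 7 d. The 100 most abundant genes held 30.4% of the reads in PI284702 at 0 h and 20.1% at 7 d. The 4 h harvest was at another time of day than 0 h, and the design has no untreated plants at 4 h. Cold and time of day thus stay open as untested causes for the 4 h genes. By the paper's methods, the cold treatment was also given at a lower light intensity than growth. If these plants were treated in that way, cold and light are not separated at any time point. Plants at 7 d were also older than those at 0 h, without untreated plants of that age. Light and age were not tested as causes.

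The cold response differed between the cultivars, by a test of the difference itself, for 32 genes at 4 h (9 higher and 23 lower in UC96US23), 155 at 24 h (65 higher, 90 lower) and 158 at 7 d (62 higher, 96 lower). At 4 h, the numbers moved with single libraries. Between 3 and 9 were higher and between 11 and 26 lower there across the fits that each left out one library, with 3 higher without PI284702 cold 4 h replicate 2 and 11 lower without PI284702 cold 4 h replicate 3. At 24 h, 53 were lower without UC96US23 control replicate 2, and at 7 d 34 were higher without the same library. By edgeR's quasi-likelihood test, 4 genes at 4 h, 36 at 24 h and 50 at 7 d were lower.

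A variant that takes reads away from a gene by a constant share would cancel in the response, so it would leave no difference for genes well expressed in all the groups. Of the 155 genes at 24 h, 48 had at least 5 CPM in each of the 4 groups, and 51 of the 158 at 7 d did. A constant loss of reads is thus not the cause for these genes. For the other 107 genes at 24 h and the other 107 at 7 d, with under 5 CPM in 1 or more groups, a variant and a real difference cannot be told apart, since few reads are left there.

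The 0 h libraries, of which PI284702 has 2, enter all of these differences. With 4 h as the reference, 123 genes differed between the cultivars at 24 h and 252 at 7 d. Of the 155 genes at 24 h, 50 were called in the same direction there, and of the 158 at 7 d, 78 were, so the 0 h libraries alone are not the cause for these. For the other 105 and 80 genes, the 0 h libraries and a difference in the cold response cannot be told apart, because these were not called with 4 h as the reference, the only other one used. A difference between the cultivars in their biology stays open and was not tested further. Among the 140 AP2/ERF genes tested, the difference was called for 0 at 4 h, 0 at 24 h and 1 at 7 d, LsRAV.3, which was chosen after its values were seen. At an unadjusted p under 0.05, the numbers were 29, 23 and 24.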

How the results depend on the processing

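A value in brackets is the one obtained with the values as processed for the results, and beside it stands the value under the alternative. The alternatives were set before the data were examined, apart from scaling each library to 1000000 reads, which was chosen after seeing the data. The cause of a change was not tested unless a value below shows it. With no filter on low values, all counts of genes in each direction, AP2/ERF sets and heatmap groups stayed within a ratio of 1.5, and no call of a named gene changed. With at least 0.5 scaled CPM in all 3 libraries of a group, or at least 1 scaled CPM in at least 2 libraries, the number of expressed AP2/ERF genes was 152 and 149 (153).

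The number of AP2/ERF genes upregulated by at least 1 of the 3 stresses ranged from 68 to 78 across the alternatives that kept all libraries (76). A count of 0 below is of genes past both thresholds. With the values as processed for the results, at an unadjusted p under 0.05, 4 AP2 subfamily genes were higher at heat 48 h and 5 at drought 48 h, and 16 DREB genes were higher at heat 48 h and 17 at drought 48 h. By the same measure, 7 DREB genes and 21 ERF genes were lower at heat 48 h, and 1 DREB gene and 7 ERF genes at drought 48 h.

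With a pseudocount of 2, genes called higher in Salinas numbered 717 at salt 5 h (1086), 504 at heat 5 h (852), 576 at heat 24 h (1128), 772 at heat 48 h (1360), 11 at drought 24 h (22) and 274 at drought 48 h (439), and genes called lower in Salinas numbered 198 at salt 5 h (398), 2134 at salt 24 h (3230), 302 at heat 5 h (548), 782 at heat 24 h (1286), 1210 at heat 48 h (1913), 18 at drought 5 h (55), 11 at drought 24 h (23) and 155 at drought 48 h (309). At this pseudocount, AP2/ERF genes called lower numbered 7 in the DREB subfamily under salt (13), 10 in the ERF subfamily under salt (18), 23 in the whole family under salt (39), 3 in the AP2 subfamily under heat (5), 1 in the DREB subfamily under heat (2), 2 in the ERF subfamily under heat (10) and 6 in the whole family under heat (17), and AP2/ERF genes called higher numbered 0 in the AP2 subfamily under heat (1), 3 in the DREB subfamily under heat (9), 9 in the ERF subfamily under heat (17), 12 in the whole family under heat (27), 0 in the AP2 subfamily under drought (1) and 7 in the DREB subfamily under drought (12). At this pseudocount, the sets of AP2/ERF genes numbered 3 for higher by all 3 stresses (7), 2 for higher only by drought (1), 2 for higher by all 3 stresses and by cold in Table S8 (5) and 2 for higher only by drought and not by cold in Table S8 (1), and heatmap group members called higher numbered 1 in DREB G1 under salt (3), 0 in DREB G1 under heat (1), 2 in DREB G1 under drought (4), 2 in DREB G2 under heat (7), 0 in DREB G3 under salt (1), 0 in DREB G4 under drought (1), 0 in ERF G1 under salt (1), 0 in ERF G1 under heat (1), 0 in ERF G2 under heat (1) and 9 in ERF G3 under heat (15). At this pseudocount, heatmap group members called lower numbered 5 in DREB G3 under salt (10), 1 in DREB G3 under heat (2), 5 in ERF G1 under salt (10), 1 in ERF G1 under heat (4), 5 in ERF G2 under salt (8), 0 in ERF G2 under heat (3) and 1 in ERF G3 under heat (3), and cold-treated plants had genes called lower numbering 68 in PI284702 cold 4 h (165), 477 in PI284702 cold 24 h (897), 506 in PI284702 cold 7 d (912), 229 in UC96US23 cold 4 h (546), 725 in UC96US23 cold 24 h (1395) and 506 in UC96US23 cold 7 d (963). At this pseudocount, cold-treated plants had genes called higher numbering 886 in PI284702 cold 7 d (1408), 654 in UC96US23 cold 4 h (1009) and 769 in UC96US23 cold 7 d (1164), and genes whose response was higher in UC96US23 than in PI284702 numbered 19 at 4 h (9). At this pseudocount, AP2/ERF genes called higher by cold numbered 27 in PI284702 (43) and 29 in UC96US23 (48), and AP2/ERF genes called lower by cold numbered 3 in PI284702 (7) and 6 in UC96US23 (11). At this pseudocount, AP2/ERF genes that differed between the cultivars numbered 2 at 7 d (1), and the Pearson r across genes between the cold values of Table S8 and those here was 0.653 for PI284702 4 h (0.741), 0.688 for PI284702 24 h (0.779), 0.501 for PI284702 7 d (0.568), 0.658 for UC96US23 4 h (0.773), 0.706 for UC96US23 24 h (0.781) and 0.535 for UC96US23 7 d (0.591).

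With a pseudocount of 0.1, genes called lower in Salinas numbered 35 at drought 5 h (55), and AP2/ERF genes called higher numbered 2 in the AP2 subfamily under heat (1). With this lower value, AP2/ERF genes called lower numbered 7 in the DREB subfamily under heat (2), 26 in the whole family under heat (17), 1 in the DREB subfamily under drought (0) and 2 in the whole family under drought (1), and the sets of AP2/ERF genes numbered 1 for lower by all 3 stresses (0), 6 for higher only by heat (3), 0 for higher only by drought (1), 4 for higher only by heat and not by cold in Table S8 (2), 0 for higher only by drought and not by cold in Table S8 (1) and 2 for ERF genes higher only by heat and not by cold in Table S8 (1). With this lower value, heatmap group members called lower numbered 1 in DREB G2 under heat (0), 5 in DREB G3 under heat (2), 1 in DREB G3 under drought (0), 5 in DREB G4 under salt (3), 1 in DREB G4 under heat (0) and 5 in ERF G2 under heat (3), and heatmap group members called higher numbered 0 in DREB G3 under salt (1), 0 in DREB G3 under drought (1) and 2 in ERF G2 under heat (1). With this lower value, genes whose response was higher in UC96US23 than in PI284702 numbered 5 at 4 h (9) and 40 at 24 h (65), and genes whose response was lower in UC96US23 than in PI284702 numbered 12 at 4 h (23). With this lower value, the Pearson r across genes between the cold values of Table S8 and those here was 0.801 for PI284702 4 h (0.741), 0.829 for PI284702 24 h (0.779), 0.619 for PI284702 7 d (0.568), 0.844 for UC96US23 4 h (0.773) and 0.817 for UC96US23 24 h (0.781).

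With only the libraries of the groups compared in the fit, genes called higher in Salinas numbered 0 at drought 24 h (22), and genes called lower in Salinas numbered 1 at drought 24 h (23). In these smaller fits, AP2/ERF genes called lower numbered 4 in the DREB subfamily under heat (2), 2 in the ERF subfamily under drought (1) and 2 in the whole family under drought (1), and the sets of AP2/ERF genes numbered 3 for higher by all 3 stresses and by cold in Table S8 (5) and 0 for higher only by drought and not by cold in Table S8 (1). In these smaller fits, heatmap group members called lower numbered 1 in DREB G2 under heat (0), 2 in ERF G1 under heat (4) and 2 in ERF G3 under drought (1), and heatmap group members called higher numbered 2 in DREB G3 under drought (1). In these smaller fits, cold-treated plants had genes called higher numbering 519 in PI284702 cold 4 h (799) and 470 in UC96US23 cold 4 h (1009), and cold-treated plants had genes called lower numbering 55 in PI284702 cold 4 h (165), 388 in PI284702 cold 24 h (897) and 100 in UC96US23 cold 4 h (546). In these smaller fits, genes whose response was higher in UC96US23 than in PI284702 numbered 0 at 4 h (9), and genes whose response was lower in UC96US23 than in PI284702 numbered 4 at 4 h (23). In these smaller fits, AP2/ERF genes called lower by cold numbered 4 in PI284702 (7). At an unadjusted p under 0.05, 2278 genes were higher and 2110 lower at drought 24 h in that fit, which had fewer libraries to estimate the spread from.

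By edgeR's quasi-likelihood test on the recovered reads, genes called lower in Salinas numbered 14 at drought 24 h (23), and AP2/ERF genes called higher numbered 2 in the AP2 subfamily under heat (1). By the same test, AP2/ERF genes called lower numbered 6 in the DREB subfamily under heat (2), 26 in the whole family under heat (17), 1 in the DREB subfamily under drought (0) and 2 in the whole family under drought (1), and the sets of AP2/ERF genes numbered 1 for lower by all 3 stresses (0), 7 for higher only by heat (3), 0 for higher only by drought (1), 6 for higher only by heat and not by cold in Table S8 (2), 0 for higher only by drought and not by cold in Table S8 (1) and 3 for ERF genes higher only by heat and not by cold in Table S8 (1). By the same test, heatmap group members called higher numbered 2 in DREB G1 under drought (4), 0 in DREB G3 under salt (1), 1 in DREB G3 under heat (0), 0 in DREB G3 under drought (1), 2 in ERF G1 under salt (1) and 3 in ERF G2 under heat (1), and heatmap group members called lower numbered 5 in DREB G3 under heat (2), 1 in DREB G3 under drought (0) and 1 in DREB G4 under heat (0). By the same test, cold-treated plants had genes called lower numbering 1514 in PI284702 cold 7 d (912) and 1552 in UC96US23 cold 7 d (963), and genes whose response was lower in UC96US23 than in PI284702 numbered 4 at 4 h (23), 36 at 24 h (90) and 50 at 7 d (96). By the same test, genes whose response was higher in UC96US23 than in PI284702 numbered 41 at 24 h (65), and AP2/ERF genes called lower by cold numbered 11 in PI284702 (7).

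With each library scaled to 1000000 reads, AP2/ERF genes called lower numbered 16 in the AP2 subfamily under salt (8), 4 in the DREB subfamily under heat (2), 1 in the DREB subfamily under drought (0) and 2 in the whole family under drought (1), and the sets of AP2/ERF genes numbered 1 for lower by all 3 stresses (0), 5 for higher only by heat (3) and 2 for ERF genes higher only by heat and not by cold in Table S8 (1). On this scale, heatmap group members called lower numbered 1 in DREB G2 under heat (0) and 1 in DREB G3 under drought (0), and heatmap group members called higher numbered 2 in ERF G2 under heat (1). The share of called genes that were higher moved from 52.3% to 39.9% at salt 24 h (2903 higher, 4375 lower) and from 49.2% to 31.1% at salt 48 h (3399 higher, 7539 lower), and the median log2 fold change of all genes was -0.23 and -0.51. LsAP2.14 at drought 48 h changed sign (-0.013, from 0.006).

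With median-centred libraries, cold-treated plants had genes called higher numbering 774 in PI284702 cold 7 d (1408), and cold-treated plants had genes called lower numbering 1516 in PI284702 cold 7 d (912). After centring, AP2/ERF genes called lower by cold numbered 12 in PI284702 (7). The share of called genes that were higher moved from 60.7% to 49.2% in PI284702 cold 24 h (1172 higher, 1209 lower), from 60.7% to 33.8% in PI284702 cold 7 d and from 54.7% to 36.2% in UC96US23 cold 7 d (783 higher, 1377 lower). The share of cultivar differences that were higher moved from 28.1% to 38.7% at 4 h (12 higher, 19 lower) and from 41.9% to 56.1% at 24 h (88 higher, 69 lower). The median log2 fold change of all genes moved from 0.15 to -0.07 in PI284702 cold 7 d and from 0.09 to -0.05 in UC96US23 cold 7 d. LsAP2.14 at drought 48 h changed sign (-0.019, from 0.006).

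With 48 h as the reference time, the Pearson r across genes of the time differences was 0.461 for salt beside heat (0.593), 0.094 for salt beside drought (-0.073) and 0.239 for heat beside drought (0.001).

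The replicate numbers did not pair the samples. The deviations of libraries with the same number from their group means had a mean correlation of -0.013 in Salinas and 0.046 in the cold-treated cultivars, and those with other numbers 0.007 and -0.023. The fit with the replicate block gave 0 members of DREB G3 called higher under salt (1), and changed no other count by more than a ratio of 1.5 and no call of a named gene.

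Each library was also left out in turn. Leaving out 1 of the 2 libraries of PI284702 at 0 h leaves 1 sample in that group, so no p or call was computed there. The values below give the range across the fits that each left out one library, and the libraries that moved a count by more than a ratio of 1.5.

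The number of genes called higher in Salinas had the ranges that follow. At drought 5 h, the number was between 79 and 109 (126), and it was 79 without drought 5 h replicate 2. At drought 24 h, the number was between 5 and 18 (22), and it was 5 without control replicate 1, 7 without control replicate 3 and 14 without drought 24 h replicate 1.

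The number of genes called lower in Salinas had the ranges that follow. At drought 5 h, the number was between 12 and 44 (55), and it was 22 without control replicate 1, 12 without control replicate 3, 19 without drought 5 h replicate 1, 17 without drought 5 h replicate 2 and 34 without drought 5 h replicate 3. At drought 24 h, the number was between 5 and 23 (23), and it was 9 without control replicate 1 or drought 24 h replicate 1, 12 without control replicate 2, 5 without control replicate 3 and 10 without drought 24 h replicate 2.

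The number of AP2/ERF genes called higher had the ranges that follow. In the AP2 subfamily under heat, the number was between 0 and 1 (1), and it was 0 without control replicate 1 or heat 48 h replicate 2 or heat 48 h replicate 3. In the AP2 subfamily under drought, the number was between 0 and 1 (1), and it was 0 without control replicate 1 or control replicate 2 or control replicate 3 or drought 48 h replicate 1 or drought 48 h replicate 3. In the ERF subfamily under drought, the number was between 3 and 6 (5), and it was 3 without control replicate 1 or drought 5 h replicate 3. In the whole family under drought, the number was between 11 and 18 (18), and it was 11 without control replicate 1.

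The number of AP2/ERF genes called lower had the ranges that follow. In the DREB subfamily under heat, the number was between 1 and 4 (2), and it was 1 without heat 24 h replicate 2 and 4 without heat 48 h replicate 1. In the ERF subfamily under heat, the number was between 6 and 13 (10), and it was 6 without control replicate 3. In the ERF subfamily under drought, the number was between 0 and 2 (1), and it was 0 without control replicate 1 or control replicate 3 and 2 without drought 48 h replicate 1. In the whole family under drought, the number was between 0 and 2 (1), and it was 0 without control replicate 1 or control replicate 3 and 2 without drought 48 h replicate 1.

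The number of AP2/ERF genes in a set had the ranges that follow. For higher by all 3 stresses, the number was between 3 and 7 (7), and it was 3 without control replicate 1. For higher only by heat, the number was between 2 and 5 (3), and it was 5 without control replicate 1. For higher only by drought, the number was between 0 and 3 (1), and it was 2 without drought 48 h replicate 1 or salt 5 h replicate 2 or salt 5 h replicate 3, 0 without drought 5 h replicate 2 or drought 5 h replicate 3 and 3 without salt 5 h replicate 1. For higher by all 3 stresses and by cold in Table S8, the number was between 3 and 5 (5), and it was 3 without control replicate 1 or drought 48 h replicate 3. For higher only by heat and not by cold in Table S8, the number was between 1 and 3 (2), and it was 1 without heat 48 h replicate 2. For higher only by drought and not by cold in Table S8, the number was between 0 and 3 (1), and it was 0 without drought 5 h replicate 2 or drought 5 h replicate 3, 3 without salt 5 h replicate 1 and 2 without salt 5 h replicate 2 or salt 5 h replicate 3. For ERF genes higher only by heat and not by cold in Table S8, the number was between 0 and 2 (1), and it was 2 without control replicate 1 or heat 24 h replicate 3 and 0 without heat 48 h replicate 2.

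The number of members of the heatmap groups called higher had the ranges that follow. In DREB G1 under salt, the number was between 1 and 3 (3), and it was 1 without control replicate 1 or salt 5 h replicate 1. In DREB G1 under heat, the number was between 0 and 1 (1), and it was 0 without control replicate 1 or heat 48 h replicate 3. In DREB G1 under drought, the number was between 2 and 4 (4), and it was 2 without control replicate 1 or drought 5 h replicate 2. In DREB G3 under salt, the number was between 0 and 1 (1), and it was 0 without control replicate 1 or control replicate 2 or control replicate 3 or salt 5 h replicate 1 or salt 5 h replicate 2 or salt 5 h replicate 3. In DREB G3 under drought, the number was between 0 and 1 (1), and it was 0 without control replicate 1. In ERF G1 under salt, the number was between 0 and 2 (1), and it was 0 without salt 5 h replicate 1 and 2 without salt 5 h replicate 2. In ERF G2 under heat, the number was between 0 and 2 (1), and it was 2 without control replicate 1 or heat 24 h replicate 3 and 0 without heat 48 h replicate 2. In ERF G3 under drought, the number was between 3 and 6 (5), and it was 3 without control replicate 1 or drought 5 h replicate 3.

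The number of members of the heatmap groups called lower had the ranges that follow. In DREB G3 under heat, the number was between 1 and 3 (2), and it was 1 without heat 24 h replicate 2. In DREB G4 under heat, the number was between 0 and 1 (0), and it was 1 without control replicate 1 or heat 48 h replicate 1. In ERF G1 under heat, the number was between 2 and 6 (4), and it was 2 without heat 5 h replicate 1. In ERF G2 under heat, the number was between 1 and 3 (3), and it was 1 without control replicate 3. In ERF G2 under drought, the number was between 0 and 1 (0), and it was 1 without drought 48 h replicate 1 or drought 48 h replicate 2. In ERF G3 under drought, the number was between 0 and 1 (1), and it was 0 without control replicate 1 or control replicate 3 or drought 48 h replicate 2.

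The number of genes of cold-treated plants called lower had the ranges that follow. In UC96US23 cold 4 h, the number was between 329 and 800 (546), and it was 329 without UC96US23 cold 4 h replicate 2.

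The number of genes whose response was higher in UC96US23 than in PI284702 had the ranges that follow. At 4 h, the number was between 3 and 9 (9), and it was 4 without PI284702 cold 4 h replicate 1 or UC96US23 control replicate 1, 3 without PI284702 cold 4 h replicate 2 and 5 without PI284702 cold 4 h replicate 3 or UC96US23 control replicate 2 or UC96US23 control replicate 3. At 7 d, the number was between 34 and 48 (62), and it was 34 without UC96US23 control replicate 2.

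The number of genes whose response was lower in UC96US23 than in PI284702 had the ranges that follow. At 4 h, the number was between 11 and 26 (23), and it was 12 without PI284702 cold 4 h replicate 1, 13 without PI284702 cold 4 h replicate 2 or UC96US23 control replicate 2 and 11 without PI284702 cold 4 h replicate 3 or UC96US23 control replicate 3. At 24 h, the number was between 53 and 94 (90), and it was 53 without UC96US23 control replicate 2, 58 without UC96US23 control replicate 3, 57 without UC96US23 cold 24 h replicate 2 and 56 without UC96US23 cold 24 h replicate 3.

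LsAP2.14 changed sign when a library was left out. At drought 24 h, its log2 fold change of 0.104 ranged from -0.034, without drought 24 h replicate 1, to 0.206, and was -0.029 without control replicate 2. At drought 48 h, that of 0.006 ranged from -0.126, without control replicate 2, to 0.11, and was -0.116 without drought 48 h replicate 3. Both differences were within the spread between replicates.

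Among the named genes, a pseudocount of 2 took 12 changes under a threshold, and a pseudocount of 0.1 and edgeR's test each brought 4 past it. With only the libraries of the groups compared, 2 were no longer called, and with each library scaled to 1000000 reads 1 was no longer called. Across the fits that each left out one library, 18 calls were lost and 3 gained. Genes at or under 3 reads limit the size of a fold, and for LsERF057 at 24 h of heat no fold was computed.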

Differences from the paper's values

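Values marked as the paper's are from its text or Table S8. The alternatives named were set before the data were examined unless stated otherwise, and those not named beside a value did not close the gap.

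Under heat, 1 AP2 subfamily gene was upregulated against the paper's 2. By edgeR's quasi-likelihood test and with a pseudocount of 0.1 the number was 2, and the other alternatives did not close the gap. For genes upregulated by heat alone, with the paper's cold calls left out, the number was 2 against the paper's 5. By edgeR's test it was 6 and with a pseudocount of 0.1 it was 4. For genes upregulated by drought alone, it was 1 against the paper's 2. With a pseudocount of 2 it was 2, without salt 5 h replicate 1 it was 3, and without salt 5 h replicate 2 or salt 5 h replicate 3 it was 2. For ERF genes upregulated by salt alone, it was 16 against the paper's 5 in the Results, and none of the alternatives closed the gap. The paper's Discussion gives 16 for the same set. For ERF genes upregulated by heat alone, it was 1 against the paper's 3. By edgeR's test it was 3, and with a pseudocount of 0.1, without control replicate 1 or without heat 24 h replicate 3 it was 2. It was also 2 with each library scaled to 1000000 reads, which was chosen after seeing the values.

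In log2 fold changes, edgeR's quasi-likelihood test on the recovered reads closed the gap for all of the genes that follow. The paper's methods name edgeR. Each other alternative that closed the gap is named beside its value.

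These log2 fold change values differed. LsAP2.05 at 48 h of heat had 1.09 against the paper's 1.29, with 1.28 by edgeR and 1.25 with a pseudocount of 0.1. For LsAP2.21 at 5 h of salt, 0.72 stood against the paper's 1.84, with 1.84 by edgeR. Under salt at 24 h, LsAP2.21 had 2.19 against the paper's 3.9, with 3.91 by edgeR. LsAP2.21 at 48 h of salt had 3.16 against the paper's 5.03, with 4.98 by edgeR. For LsAP2.21 at 24 h of drought, -0.17 stood against the paper's -0.78, with -0.79 by edgeR. Under salt at 5 h, LsERF009 had 3.32 against the paper's 3.88, with 3.88 by edgeR. LsERF009 at 5 h of heat had 1.32 against the paper's 1.72, with 1.70 by edgeR and 1.62 with a pseudocount of 0.1. For LsERF028 at 24 h of salt, 3.41 stood against the paper's 4.85, with 4.82 by edgeR.

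A further log2 fold change differed for the genes that follow. Under salt at 48 h, LsERF028 had 3.82 against the paper's 5.32, with 5.26 by edgeR. LsERF028 at 48 h of heat had 1.20 against the paper's 2.26, with 2.25 by edgeR. For LsERF028 at 5 h of drought, -0.23 stood against the paper's -0.72, with -0.73 by edgeR and -0.58 with a pseudocount of 0.1. Under salt at 48 h, LsERF055 had -2.96 against the paper's -3.44, with -3.50 by edgeR and -3.34 with a pseudocount of 0.1, and also -3.40 with each library scaled to 1000000 reads, which was chosen after seeing the values. LsERF056 at 5 h of salt had 3.52 against the paper's 4.89, with 4.89 by edgeR and 4.65 with a pseudocount of 0.1. For LsERF056 at 48 h of heat, 0.75 stood against the paper's 1.54, with 1.53 by edgeR and 1.37 with a pseudocount of 0.1. Under drought at 48 h, LsERF056 had 3.16 against the paper's 4.64, with 4.64 by edgeR and 4.26 with a pseudocount of 0.1. LsERF060 at 48 h of salt had -1.82 against the paper's -2.47, with -2.53 by edgeR and -2.28 with a pseudocount of 0.1, and also -2.20 with each library scaled to 1000000 reads, which was chosen after seeing the values.

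In log2 fold change, these also differed. For LsERF061 at 5 h of heat, 0.65 stood against the paper's 1.58, with 1.55 by edgeR and 1.33 with a pseudocount of 0.1. Under drought at 48 h, LsERF061 had 0.66 against the paper's 1.63, with 1.61 by edgeR and 1.34 with a pseudocount of 0.1. LsERF062 at 5 h of heat had 2.052 against the paper's 3.22, with 3.21 by edgeR and 2.84 with a pseudocount of 0.1. For LsERF062 at 48 h of drought, 1.14 stood against the paper's 2.02, with 2.02 by edgeR. Under salt at 48 h, LsERF073 had 3.71 against the paper's 4.14, with 4.08 by edgeR, 4.08 with a pseudocount of 0.1 and 3.90 without control replicate 3. LsERF080 at 48 h of salt had -4.14 against the paper's -5.95, with -6.02 by edgeR. For LsERF084 at 48 h of salt, -3.63 stood against the paper's -6.12, with -6.19 by edgeR. Under salt at 5 h, LsERF085 had 0.91 against the paper's 1.16, with 1.16 by edgeR, 1.09 with a pseudocount of 0.1, 0.97 without control replicate 1 and 1.03 without salt 5 h replicate 2.

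The log2 fold change of these differed as well. LsERF085 at 48 h of salt had -1.31 against the paper's -2.40, with -2.47 by edgeR and -2.22 with a pseudocount of 0.1. For LsERF085 at 5 h of heat, 1.14 stood against the paper's 1.42, with 1.40 by edgeR and 1.36 with a pseudocount of 0.1. Under drought at 48 h, LsERF085 had 0.90 against the paper's 1.16, with 1.15 by edgeR, 1.09 with a pseudocount of 0.1, 0.97 without control replicate 1 and 0.99 without drought 48 h replicate 3. LsERF116 at 24 h of salt had 3.67 against the paper's 4.02, with 3.99 by edgeR and 3.95 with a pseudocount of 0.1. For LsERF116 at 24 h of heat, 2.61 stood against the paper's 2.93, with 2.92 by edgeR and 2.86 with a pseudocount of 0.1. Under salt at 48 h, LsERF162 had 7.17 against the paper's 7.5, with 7.44 by edgeR, 7.41 with a pseudocount of 0.1 and 7.33 without salt 48 h replicate 1. LsERF178 at 5 h of drought had 2.67 against the paper's 3.81, with 3.80 by edgeR and 3.47 with a pseudocount of 0.1. Gaps within the SD between replicates on the log2 scale are not listed above, and the alternatives are not given for them. Both values of each gap come from the same libraries, so spread between replicates is not the cause of these gaps. At 24 h of salt, LsAP2.05 had 1.17 against the paper's 1.55 (SD 0.83). At 48 h of drought, LsAP2.05 had 1.13 against 1.37 (SD 0.38), LsERF009 1.61 against 2.24 (SD 0.93) and LsERF116 1.87 against 2.26 (SD 0.68).

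The paper states that LsAP2.14 falls under all stresses, while under drought it had log2 fold changes of 0.33, 0.10 and 0.01 at 5 h, 24 h and 48 h. The paper states that LsERF085 rises under all stresses. Here it was called higher under heat only, and it was lower at 48 h of salt. At 5 h of salt, LsERF085 was called higher by edgeR's test (1.16) and without salt 5 h replicate 2 (1.03), and at 48 h of drought it was called under none of the alternatives. The paper places LsERF057 and LsERF063 among genes raised by most stresses. LsERF057 had 1 to 3 reads at 24 h of heat and LsERF063 at most 5 reads in any Salinas library. The paper names 6 genes as upregulated by all stresses, and 5 of these were called for salt, heat and drought here, without LsERF085. LsERF042 and LsERF114 were also called for all 3 and are not among the genes the paper names. Table S8 does not mark them as upregulated by cold, which the paper's list requires, so their absence from it is not a difference. Table S8 holds values that lie within a median of 0.0021 to 0.0059 of the log2 ratio of group means with 0.01 added, a ratio computed after the values were seen, across genes and over the 9 comparisons.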

Other observations

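The tests of the abundant genes, of the reads of LsERF063, of time of day as the whole cause and of other groupings were chosen only after the results were seen. Those of time of day and of the shared control libraries were set out beforehand.

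The control was taken only at 0 h, and 24 h and 48 h fall at the same clock time while 5 h does not. A clock effect would move genes alike at 5 h under each stress. Across 23231 genes, which are not independent replicates, the differences of 5 h minus 24 h had a Pearson r of 0.593 between salt and heat (SD between replicates 0.05), -0.073 between salt and drought (SD 0.119) and 0.001 between heat and drought (SD 0.162). With 48 h as the reference, r was 0.461, 0.094 and 0.239. The r above 0 that time of day needs was there for salt with heat under both references, while for the pairs with drought it was absent with 24 h and above 0 with 48 h, so time of day and a shared response to salt and heat cannot be told apart by these values. If time of day were the whole cause, replicate noise would leave an r of 0.905 for salt with heat, 0.716 for salt with drought and 0.69 for heat with drought, a yardstick chosen after the correlations were seen, from reliabilities of 0.94 for salt, 0.872 for heat and 0.546 for drought. All 3 values with 24 h as the reference lay under these by over 2 SDs. The differences of 5 h minus 24 h also carry each stress's own response at 24 h. At 24 h, 6777 genes were called under salt, 2414 under heat and 45 under drought. The yardstick allows for replicate noise only. Differing responses at 24 h would also lower r, so time of day as the whole cause of the 5 h changes is left undecided.

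The 7 AP2/ERF genes called higher by all 3 stresses share their control libraries. In 20 simulations of unchanged groups with the spread between replicates of each gene, 0 of the 130 to 133 family genes tested were called higher by all 3. The simulations hold no shift common to the control libraries, and without control replicate 1 the number was 3. Shared controls and a response to all 3 stresses cannot be told apart, because each of these calls was made against the same 3 libraries.

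With each library scaled to 1000000 reads, the median log2 fold change of all genes at 48 h of salt was -0.51 and at 24 h -0.23. If a few abundant genes took the counts, leaving them out of the totals would bring the median back towards 0. It was -0.585 with the 100 most abundant genes over all 30 libraries left out, -0.572 with 500 and -0.553 with 1000. This argues against the genes most abundant over all 30 libraries as the cause. Genes abundant only under salt could escape that ranking and were not tested. The 100 most abundant genes of each library held a mean of 16.0% of the reads in the control and 17.2% at 48 h of salt. Whether total RNA differed was not tested.

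LsERF063 had at most 5 reads in any Salinas library, and LsERF064, its closest copy, at most 7. If reads shared with LsERF064 were the whole cause, few reads would be counted on LsERF063 in any library. Between 320 and 750 were counted on it in each library of the other cultivars at 4 h of cold, so this is argued against, and their warm-grown libraries had at most 4. A partial loss of reads to LsERF064 and low expression in Salinas cannot be told apart, because so few reads were counted on either gene there. A partial loss of reads was not tested for LsERF027, LsERF042, LsERF059, LsERF061, LsERF062, LsERF162, LsERF163 and LsERF164, the other genes named here that have a Ks under 0.4 with another gene in Table S7, a limit chosen after the values were seen.

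For each of the 9 Salinas comparisons, salt, heat and drought at 5 h, 24 h and 48 h, the real groups were the only 1 of the 10 splits with as many genes called, and the other splits gave 0. Because 10 splits cannot give a share under 0.1, these do not exclude chance. Each other split also mixes treated and control libraries in both groups. This widens the spread within groups, so low counts there were likely beforehand. Over 100 regroupings of the 30 libraries, the real groups included, the number of AP2/ERF genes called was as large in 1 for salt (109 genes), 1 for heat (44), 3 for drought (19, the highest other being 75), 1 for genes higher by all 3 stresses and 1 for genes higher by at least 1 (76, the highest other being 42). The regroupings mix libraries of all the stresses within groups, so they do not test any one stress on its own.

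In the cold-treated cultivars, 43 of 140 AP2/ERF genes were higher and 7 lower in PI284702, and 48 were higher and 11 lower in UC96US23. Of the 10 LsCBF genes tested there, 8 were higher in PI284702 and 9 in UC96US23. In these counts, cold was not separated from light intensity, time of day or age. Beside the paper's cold values in Table S8, whose plants are not those analysed here, Pearson r across 140 genes was 0.741, 0.779 and 0.568 for PI284702 at 4 h, 24 h and 7 d and 0.773, 0.781 and 0.591 for UC96US23, with a median absolute difference between 0.409 and 0.514.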
